# TET enzymes regulate skeletal development through increasing chromatin accessibility of RUNX2 target genes

**DOI:** 10.1038/s41467-022-32138-x

**Published:** 2022-08-11

**Authors:** Lijun Wang, Xiuling You, Dengfeng Ruan, Rui Shao, Hai-Qiang Dai, Weiliang Shen, Guo-Liang Xu, Wanlu Liu, Weiguo Zou

**Keywords:** Bone development, DNA methylation

## Abstract

The Ten-eleven translocation (TET) family of dioxygenases mediate cytosine demethylation by catalyzing the oxidation of 5-methylcytosine (5mC). TET-mediated DNA demethylation controls the proper differentiation of embryonic stem cells and TET members display functional redundancy during early gastrulation. However, it is unclear if TET proteins have functional significance in mammalian skeletal development. Here, we report that *Tet* genes deficiency in mesoderm mesenchymal stem cells results in severe defects of bone development. The existence of any single *Tet* gene allele can support early bone formation, suggesting a functional redundancy of TET proteins. Integrative analyses of RNA-seq, Whole Genome Bisulfite Sequencing (WGBS), 5hmC-Seal and Assay for Transposase-Accessible Chromatin (ATAC-seq) demonstrate that TET-mediated demethylation increases the chromatin accessibility of target genes by RUNX2 and facilities RUNX2-regulated transcription. In addition, TET proteins interact with RUNX2 through their catalytic domain to regulate cytosine methylation around RUNX2 binding region. The catalytic domain is indispensable for TET enzymes to regulate RUNX2 transcription activity on its target genes and to regulate bone development. These results demonstrate that TET enzymes function to regulate RUNX2 activity and maintain skeletal homeostasis.

## Abstract (web summary)

Here the authors investigate the role of the TET family of DNA demethylases in mammalian skeletal development. They find that loss of TETs leads to hypermethylation that results in decreased chromatin accessibility of RUNX2 target genes, repressing osteoblast differentiation and leading to skeletal defects in mouse such as short limbs.

## Introduction

DNA methylation is a prominent epigenetic modification in the mammalian genome. The ten-eleven translocation (TET) family, which includes TET1, TET2, and TET3 in mammals, iteratively oxidizes 5-methylcytosine (5mC) into three different products including 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5cac), which finally lead to DNA demethylation^1–3^. DNA demethylation can regulate gene expression by providing potential open chromatin landscape to transcriptional regulators^4–6^. The binding of transcription factors or RNA polymerase to promoter or enhancer regions contributes to the transcription complex assembly and gene expression regulation. Dynamic changes in DNA methylation landscape are essential in regulating the temporal expression of genes during development. Loss of individual *Tet* or combined deficiency of *Tet1/2* allows for embryogenesis, whereas *Tet1/2/3* triple-knockout (TKO) mouse embryonic stem cells (ESCs) deplete 5hmC and impair ESC differentiation^7–9^. Consistently, germline-specific conditional knockout of *Tet1/2/3* results in primitive streak patterning defects associated with impaired maturation of axial mesoderm and failed specification of paraxial mesoderm, which depends on TET catalytic domain^10^. However, it remains to be determined whether TET proteins are functionally redundant in regulating skeletal development.

During mammalian embryogenesis, two types of bone formation have been identified^11^. Long bones are formed initially as a framework, or anlage of hyaline cartilage originated from mesenchymal stem cells (MSCs) and then replaced by mineral deposition of osteoblasts in a process known as endochondral ossification^12^. Flat bones are produced by intramembranous ossification, which involves the direct development of osteoblasts from mesenchymal stem cells without an intervening cartilage model^12^. In both forms of bone formation, MSCs are of great importance. MSCs are multipotent progenitors that can differentiate into several distinct cell types, including osteoblasts, chondrocytes, and adipocytes^13^. The lineage commitment mainly depends on specific transcription factors, including RUNX2, SOX9, PPARγ, etc.^14–16^. RUNX2 is one of the key transcription factors for osteoblast differentiation and bone development^16–18^. The skeletal mineralization of heterozygous *Runx2* knockout mice is impaired, with delayed closure of the fontanels and clavicular hypoplasia, resembling the cleidocranial dysplasia (CCD) phenotype^19^. A previous study indicated that RUNX2 mutations were detected in 70% of patients with the CCD. Whereas no RUNX2 mutations have been identified in the rest 30% of patients^20^. The mechanism in these individuals remains elusive, suggesting that other biological processes are involved in this disease. A recent study suggested that DNA hypermethylation in *Tet1/2* double knockout mice leads to osteoporosis by inhibiting the expression of *Runx2*^21^, indicating the potential critical roles of TET proteins in skeletal development.

In this study, we show that conditional knockout of *Tet1/2/3* in mesenchymal stem cells with *Prx1-Cre* leads to severe defects in bone development, including delayed closure of the fontanels, clavicular hypoplasia, and shortened limbs. Importantly, the retention of any allele of the *Tet* genes can maintain bone formation, suggesting functional redundancy of TET proteins in bone development. To uncover the potential mechanism of TET proteins regulating bone formation, we performed multi-level genomics experiments and combinatory analysis with WGBS, 5hmC-Seal, ATAC-seq, ChIP-seq, and RNA-seq. Our results suggest that RUNX2 may recruit TET enzymes to modulate the epigenetic landscape of ossification-related genes, thus regulating bone formation.

## Results

### Hypomethylation facilitates osteoblast differentiation

To reveal the function of the dynamic of DNA methylation on osteogenesis, we treated primary mouse osteoblasts with 5-Azacytidine (5-Aza), which caused DNA demethylation or hemi-demethylation in the osteoblasts (Supplementary Fig. 1a). The treatment of 5-Aza could promote osteoblast differentiation, as demonstrated by the increased ALP activity at day 7 (Supplementary Fig. 1b, top and c) and Alizarin red S signals at day 21 (Supplementary Fig. 1b, bottom). The expression of a series of osteogenic marker genes, including Sp7 transcription factor (*Sp7*), alkaline phosphatase (*Alpl*), Collagen Type I Alpha 1 Chain (*Col1α1*), and Osteocalcin (*Bglap*) (Supplementary Fig. 1d) were increased in 5-Aza treated osteoblasts, suggesting DNA hypomethylation would promote osteoblast differentiation in vitro.

### Loss of TET enzymes impairs bone formation

To further characterize the function of DNA methylation in bone formation in vivo, we utilized *Tet1*, *Tet2,* and *Tet3* triple conditional knockout (TCKO) mice, obtained by breeding *Prx1-Cre* mice with *Tet1*^*fl/fl*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *mice*^22^. The tissue-specific knockout efficiency was tested by RT-qPCR of *Tet1*, *Tet2*, and *Tet3* in calvarial bones, femurs, and livers (Supplementary Fig. 2a, b). The residual expression of *Tet1*, *Tet2*, and *Tet3* in the femurs of the TCKO mice may be from the presence of other cell types in the femurs. The TCKO mice were extremely short-limbed and weak at 3-week (Supplementary Fig. 2c). TCKO mice were stunted, while retention of any one of *Tet* alleles maintains a normal appearance in mice at postnatal day 0 (P0) (Fig. 1a). To observe the mouse skeletons, we performed whole mount staining by Alcian blue-Alizarin red S staining with P0 mice. Our staining demonstrated that TCKO mice exhibited shortened clavicles (Fig. 1b, c) and long bones including femur (Fig. 1b, d), tibia (Fig. 1b, e), radius (Fig. 1b, f), and humerus (Fig. 1b, g). Also, the closure of the fontanel was delayed (Fig. 1b, h, i). Except for TCKO, *Prx1-cre, Tet1*^*fl/+*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice also showed some slight defects in radius (Fig. 1b, f) and humerus (Fig. 1b, g). The closure of fontanel of *Prx1-Cre, Tet1*^*fl/+*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice was also slightly delayed at P0, but was compensated at P10 (Fig. 1h). Based on these observations, we conclude that there is a potential functional redundancy of the three TET proteins in mouse bone development.

**Fig. 1:**
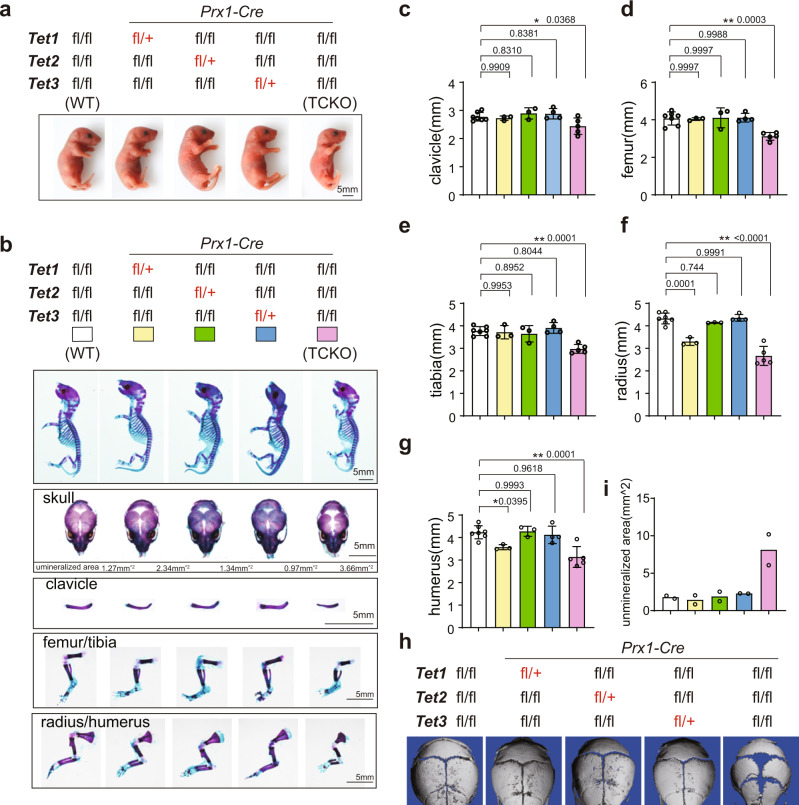
Loss of *Tet* family genes leads to cleidocranial dysplasia-like phenotype. **a** Gross images of indicated genotype mice. Scale bar = 5 mm. **b** The whole mount skeleton staining of WT and indicated genotype mice by Alcian blue and Alizarin red S at postnatal day 0 (P0). The quantification data of the unmineralized area was annotated below the cranial bones. scale bar = 5 mm. **c**–**g** Quantification of the length of clavicle (**c**), femur (**d**), tibia (**e**), radius (**f**), and humerus (**g**) of indicated genotype mice. *P < 0.05, **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., WT mice = 7, TCKO mice = 5, *Prx1-Cre; Tet1* ^*f/+*^ *Tet2* ^*f/f*^ *Tet3* ^*f/f*^ mice=3, *Prx1-Cre; Tet1* ^*f/f*^ *Tet2* ^*f/+*^ *Tet3* ^*f/f*^ mice = 3, *Prx1-Cre; Tet1* ^*f/f*^ *Tet2* ^*f/f*^ *Tet3* ^*f/+*^ mice = 4 biologically independent animals. **h** 3D μ-CT images of cranial bones isolated from indicated genotype mice at postnatal day 10 (P10). Representative images are from two independent samples. **i** Quantification of the unmineralized area of cranial bones in **h**. *n* = 2 biologically independent animals.

Loss of all three *Tet* genes in the bone gave rise to the increased 5mC and decreased 5hmC, compromising the DNA methylation dynamics in both the limb and the calvarial bone (Fig. 2a, b). To determine the function of TET proteins in intramembranous and endochondral bone formation, we did a series of histology analyses in calvarial bone and limb. Mineral deposition (Fig. 2c), Osteopontin (OPN), and BGLAP expression (Fig. 2d and Supplementary Fig. 2d) were decreased in the calvarial bone of TCKO mice. To investigate the function of TET proteins during osteoblast differentiation, we isolated primary osteoblasts from the calvarial bone of both WT and TCKO mice. The differential potential was severely disrupted in *Tet*-deficient cells, determined by the significantly decreased ALP activity (Fig. 2e top and f) and calcium nodule formation (Fig. 2e bottom). The declined osteogenesis in TCKO was also demonstrated by the strongly decreased expression of a series of osteogenic marker genes, including *Runx2*, *Sp7*, *Col1α1*, *Alpl,* and *Bglap* (Fig. 2g). These data demonstrate that the intramembranous bone formation was impaired.

**Fig. 2:**
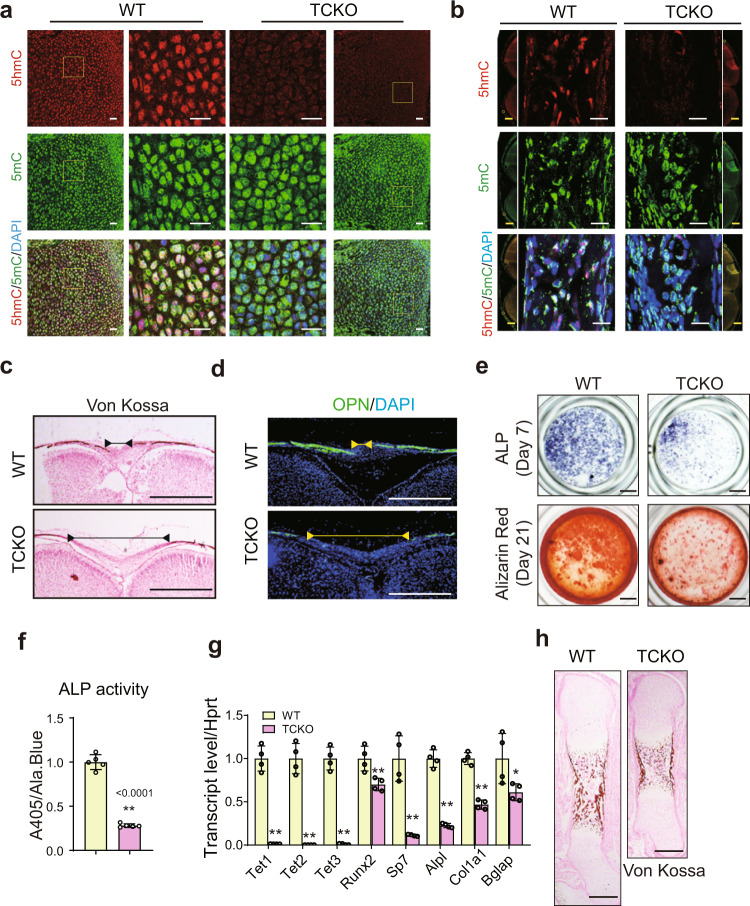
Loss of *Tet* family genes impairs bone formation. **a**, **b** Immunofluorescence assay of 5mC and 5hmC in limb at embryonic day 16.5 (E16.5) (**a**) and calvarial bone at P0 (**b**) of WT and TCKO mice. Scale bar = 20 μm or 500 μm. Representative images for three independent samples. The images in the center were zoomed in from the flanking images. **c** Representative images of Von-kossa staining in the cranial bones from WT and TCKO mice at P0. Scale bar = 500 μm. **d** Immunofluorescence of bone formation marker Osteopontin (OPN) in the cranial bones from WT and TCKO mice at P0. Scale bar = 500 μm. The lines with endpoint indicated the unmineralized region in the calvarial bone. Representative images for three independent samples. **e** ALP staining and Alizarin red S staining after osteoblast differentiation for 7 days (top) and 21 days (bottom), respectively. Scale bar = 1 mm. Representative images for five independent samples. **f** ALP activity quantification was measured by phosphatase substrate assay as A405/Ala.Blue. **P < 0.01. Two-tailed Student’s *t* test. Data are presented as mean ± s.d., *n* = 5 independent cell supernatants. **g** RT-qPCR analysis of *Tet1, Tet2, Tet3*, *Runx2*, *Sp7*, *Alpl*, *Col1α1,* and *Bglap* expression after osteoblast differentiation for 7 days, cells were from WT and TCKO mice. *P < 0.05, **P <0.01. Two-tailed Student’s *t* test. Data are presented as mean ± s.d., *n* = 4 independent samples. **h** Representative images of Von-kossa staining in the femurs of WT and TCKO mice at E16.5. Scale bar = 500 μm.

Additionally, we found that the length of the femur was shorter in TCKO mice from E15.5 to P0 compared to the WT mice (Supplementary Fig. 3a). Then the endochondral ossification process was investigated. At E13.5, the chondrocyte in the center of the femur of WT mice was under hypertrophic process whereas cells in TCKO mice resembled undifferentiated mesenchymal cells (Supplementary Fig. 3a). The primary ossification center became mature in WT mice but remained occupied by chondrocytes in TCKO mice at E16.5 (Supplementary Fig. 3a–c). Consistently, more Col10a1 and Mmp13 signals were present in the bone marrow of TCKO mice compared with WT mice at E16.5 and E17.5 (Supplementary Fig. 3b–d). In vitro, the chondrocyte differentiation was also impaired in TCKO cells, compared with wild-type chondrocytes (Supplementary Fig. 3k, l). These data proved that chondrocyte differentiation and maturation were impaired by the loss of TET proteins. Subsequently, we checked whether the bone formation process was also delayed on account of impaired chondrocytes in TCKO mice. As expected, TCKO mice exhibited less mineralization in midshaft of the femur at E16.5 (Fig. 2h, Supplementary Fig. 3a). The expression of BGLAP and OSX was also decreased in the femurs of TCKO mice (Supplementary Fig. 3e–g). We also observed increased PCNA-positive cells and cleaved Cas3-positive cells in the chondrocyte zone of TCKO mice (Supplementary Fig. 3h–j). The impaired chondrocyte maturation and bone formation may give rise to the shortened limbs of TCKO mice. The osteoclasts were not significantly affected at P0 (Supplementary Fig. 4a, b). In conclusion, TET proteins are essential for both intramembranous and endochondral bone formation.

### Impaired bone formation by *Tets* deficiency is dependent on catalytic domain

TET enzymes are multiple domain proteins and could function both dependent and independent of their dioxygenase activity^10,23^. To further examine whether impaired bone formation by TET is dependent on its demethylase activity, we overexpressed the catalytic domain (CD) and its enzyme inactivated mutation (HD) of TET1, TET2, and TET3^24,25^ to rescue the defects of osteoblast differentiation in *Tet*-deficient cells. We observed that only CDs, but not HDs could partially restore the defects of osteogenesis, assessed by increased ALP activity (Fig. 3a top and b) and calcium nodule formation (Fig. 3a bottom). Among the three CD domains, TET2-CD had the most impact than Tet1-CD and Tet3-CD on calcium nodule formation in the late stage of osteogenic differentiation (Fig. 3a bottom). To further confirm the dependence of dioxygenase activity for TET proteins on bone development in vivo, we selected the *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice as an in vivo model, in which one of *Tet1* allele was replaced by an enzyme inactivated mutation and others were conditional knocked out. As shown in Fig. 3c–h, *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice, and TCKO mice showed almost equivalent shortened clavicles and limbs and delayed closure of the fontanels. Furthermore, osteoblasts isolated from *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice showed impaired osteogenic ability, determined by decreased ALP activity (Fig. 3i top and j) and calcium nodule formation (Fig. 3i bottom) compared with osteoblasts isolated from WT mice. The expression of a series of osteogenic marker genes, including *Sp7*, *Col1α1*, *Alpl,* and *Bglap* (Fig. 3k) confirmed the osteogenic defects of *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice. The osteogenic defects of osteoblasts isolated from *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice were more severe than that from TCKO mice (Fig. 3i–k). More profound effects on DNA methylation status caused by the early inactivation of TET1 from germ cells could partially explain the difference between *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice and TCKO mice. In conclusion, the dioxygenase activity of TET is required to regulate bone development.

**Fig. 3:**
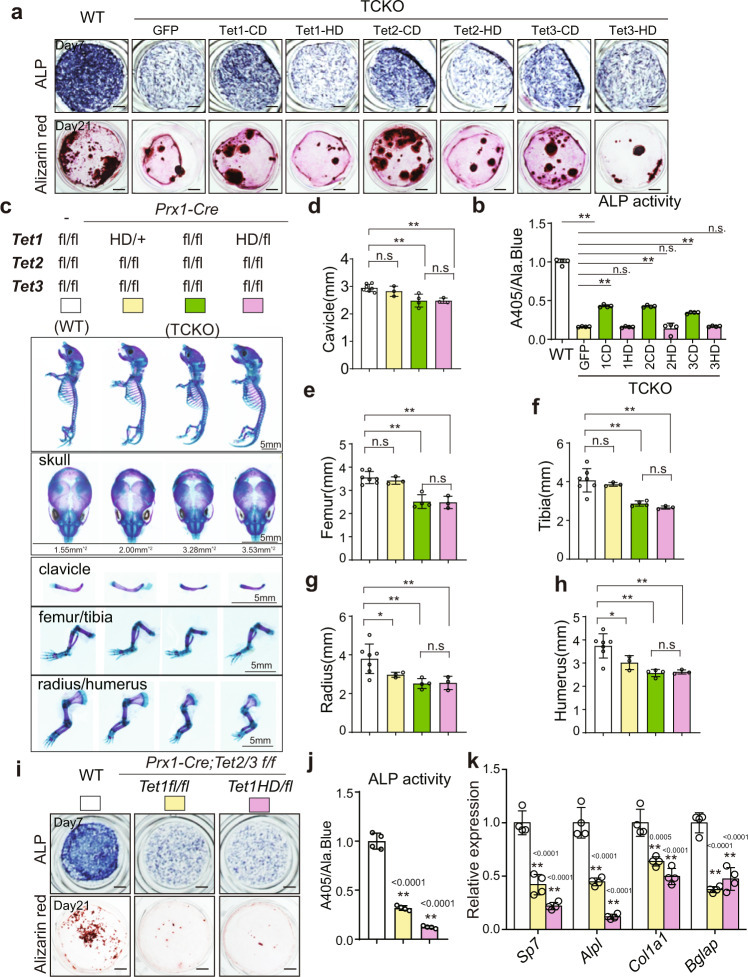
Tet-mediated bone formation is dependent on its catalytic domain. **a** ALP staining and Alizarin red S staining after osteoblast differentiation for 7 days (up) and 21 days (bottom), respectively. Cells were isolated from calvarial bones of WT and TCKO mice, and cells from TCKO mice were infected with indicated lentivirus. Scale bar = 1 mm. **b** ALP activity quantification was measured by phosphatase substrate assay as A405/Ala. Blue. *P < 0.05, **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., *n* = 4 independent cell supernatants. **c** The whole mount skeleton staining of WT and indicated genotype mice by Alcian blue and Alizarin red S at P0. Scale bar = 5 mm. **d**–**h** Quantification of the length of clavicle (**d**), femur (**e**), tibia (**f**), radius (**g**), and humerus (**h**) of indicated genotype mice. *P < 0.05, **P < 0.01. Two-tailed Student’s *t* test. Data are presented as mean ± s.d., WT mice = 7, *Prx1-Cre; Tet1* ^*HD/+*^ *Tet2* ^*f/f*^ *Tet3* ^*f/f*^ mice = 3, *Prx1-Cre; Tet1* ^*f/f*^ *Tet2* ^*f/f*^ *Tet3* ^*f/f*^ mice = 4, *Prx1-Cre; Tet1* ^*HD/f*^ *Tet2* ^*f/f*^ *Tet3* ^*f/f*^ mice = 3 biologically independent animals. **i** ALP staining and Alizarin red S staining after osteoblast differentiation for 7 days (up) and 21 days (bottom), respectively. Scale bar = 1 mm. **j** ALP activity quantification was measured with by phosphatase substrate assay as A405/Ala. Blue. *P < 0.05, **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., *n* = 4 independent cell supernatants. **k** RT-qPCR analysis of *Sp7*, *Alpl*, *Col1α1,* and *Bglap* expression after osteoblast differentiation for 7 days, cells were from indicated genotype mice. *P < 0.05, **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., *n* = 4 independent samples.

### TET proteins regulate osteogenic genes by opening the chromatin accessibility

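For WGBS, DNA was taken from primary osteoblasts of 3-day-old WT mice and mice with all 3 Tet genes deleted by Prx1-Cre (TCKO) after 3 days of culture. The experiment had 1 WT library and 1 TCKO library, so no difference between the genotypes has a replicate check, and every test compares the 2 libraries. In bisulfite sequencing, unmethylated cytosines are read as T, while 5mC and 5hmC are both read as C and are not told apart. The authors aligned the reads to the mouse genome GRCm38 with BSMAP 2.74, kept uniquely mapped reads, and deposited for each CG cytosine on each strand the number of methylated (C) calls and the number of all (C + T) calls, without normalization. All 39466110 positions with a call in either library fell on a CG of the GRCm38 reference (100%). The WT library held 261127589 calls on 36612779 CG cytosines, which is 83.7% of those in the reference, with a mean of 7.13 and a median of 4 calls per covered cytosine. The TCKO library held 223645082 calls on 35831950 CG cytosines (81.9%), with a mean of 6.24 and a median of 4. Levels were computed as methylated calls over all calls, pooled over the cytosines of a region. Calls on 1 read are not independent and the removal of duplicate reads is not described, so intervals and p-values cover counting error only.
The targeted genes were examined first through the number of calls over them. Over all nuclear chromosomes TCKO had 0.856 times the calls of WT. Tet1 (ENSMUSG00000047146, chromosome 10 from 62804570 to 62908996, minus strand) had 14737 calls in WT and 11658 in TCKO over the whole gene. Within it, a stretch from 62811570 to 62815069 that spans exon 11, exon 12 and the start of exon 13 had 755 calls in WT and 70 in TCKO. Exon 11 alone had 62 calls in WT and 1 in TCKO, and 0.558% of the autosomal exons of similar WT depth had a ratio as low or lower. In Tet2 (chromosome 3, minus strand), a stretch from 133469679 to 133471678 over exon 9 had 122 calls in WT and 13 in TCKO, and exon 10 beside it had 155 and 46, a ratio that 2.75% of comparable exons reached or fell under. In Tet3 (chromosome 6, minus strand), a stretch from 83372873 to 83374372 over exon 9 and exon 10 had 133 calls in WT and 9 in TCKO, and for exon 11 (85 and 26 calls) the share of comparable exons was 5.08%. These stretches are the runs of 500 bp windows with at most 25% of the WT calls that held the most WT calls in each gene, a rule set after the calls were seen. Each of the 3 genes thus had a stretch near its 3′ end with few calls in the library labelled TCKO, while the last exon of Tet2 (661 and 488 calls) and of Tet3 (195 and 184 calls) was covered in both.

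**Figure D1:**
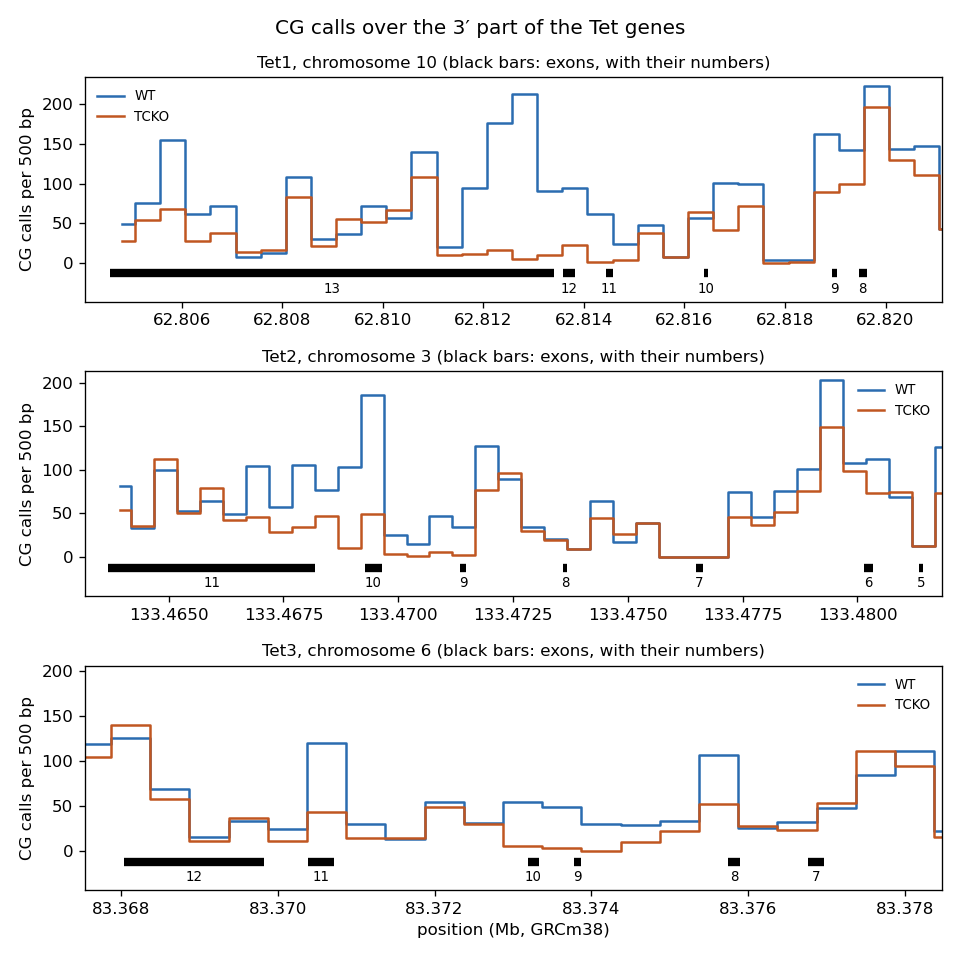
CG calls per 500 bp window along the 3′ part of Tet1, Tet2 and Tet3 in the WT and TCKO libraries, against the position in Mb on GRCm38, with exons as numbered black bars. WT has 755 calls and TCKO 70 between 62811570 and 62815069 in Tet1, and TCKO falls close to 0 over exon 9 of Tet2 and Tet3.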

To further elucidate how TET proteins regulate the bone formation, we isolated the osteoblasts from WT and TCKO mice to perform RNA sequencing (RNA-seq)^26^, whole genome bisulfate sequencing (WGBS)^27^, 5hmC-Seal^28^ and Assay for Transposase-Accessible Chromatin (ATAC-seq)^29^. Principle component analysis (PCA) showed that the global transcriptome changed dramatically between WT and TCKO cells (Supplementary Fig. 5a), indicating the potential significant function of TET proteins in the primary osteoblasts. We identified 432 downregulated and 431 up-regulated genome-wide significant differential expressed genes (fold change greater than 2 and FDR less than 0.05) in TCKO cells (Fig. 4a). Gene ontology (GO) enrichment analysis of these different expression genes (DEGs) indicated that bone morphogenesis and ossification were top enriched GO terms for downregulated genes in TCKO cells, while axonogenesis related GO terms enriched in up-regulated genes (Fig. 4b and Supplementary Fig. 5b). To assess the signaling pathways enriched in those DEGs, we performed KEGG pathway analysis. We identified PI3K−Akt signaling pathway as the most enriching KEGG pathway in downregulated genes in TCKO cells (Fig. 4c), which has previously been reported to associate with the regulation of osteoblast and osteoclast^30,31^. For up-regulated genes, neuroactive ligand-receptor interaction, PI3K−Akt signaling pathway, and MAPK signaling pathway were the top three KEGG pathways enriched (Supplementary Fig. 5c). Based on WGBS results, we observed a genome-wide 6% hyper CG methylation in TCKO cells (Fig. 4d). 

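With the calls of all CG cytosines pooled, CG methylation was 70.2% in WT (183345046 of 261127589 calls) and 76.3% in TCKO (170580194 of 223645082 calls), a difference of 6.06 percentage points. The 95% Wilson interval was less wide than the rounding of either value (70.21% to 70.22% in WT, 76.27% to 76.28% in TCKO), but it leaves out the variation between animals, which 1 library per genotype cannot show. The increase was 5.93 points on cytosines of the plus strand and 6.19 points on those of the minus strand. Of the alternatives to pooling, the mean of the levels of cytosines with at least 4 calls moved the difference most, to 6.70 points (70.4% in WT and 77.1% in TCKO). On the mitochondrial genome, CG methylation was 0.194% in WT and 0.249% in TCKO.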

The non-CG methylation such as CA and CY methylation displayed little change in TCKO cells (Supplementary Fig. 5d, e). Furthermore, we calculated CG methylation over each chromosome and discovered that all chromosomes except Y chromosome showed a consistent higher CG methylation level in TCKO cells (Supplementary Fig. 5f). 

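Pooled CG methylation was higher in TCKO on 20 of the 21 nuclear chromosomes, namely all 19 autosomes and chromosome X. Across the autosomes WT levels ran from 67.3% to 72.0% and TCKO levels from 71.7% to 78.8%. The median increase was 6.25 percentage points, with the largest on chromosome 18 (7.01 points) and the smallest on chromosome 7 (4.39 points). The next smallest increase was 5.66 points on chromosome 17. Chromosome X rose by 3.94 points, from 69.5% to 73.4%. Chromosome Y went from 57.7% (95% Wilson interval 57.6% to 57.8%) in WT to 55.0% (54.9% to 55.1%) in TCKO, and so decreased by 2.74 points. Depth over chromosome Y was 0.398 times that of the autosomes in WT and 0.416 times in TCKO, and over chromosome X 0.642 and 0.658 times, so both libraries had nearly the same share of sex-chromosome calls. With sites averaged in place of calls pooled, chromosome Y decreased by 2.53 points, and with sites of at least 4 calls averaged it decreased by 3.03 points.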

The abnormal pattern we observed here might be due to the fundamentally different composition of murine Y chromosome when compared to other chromosomes^32^. 

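Over 21907 protein-coding genes of the GENCODE M21 annotation (GRCm38) with calls in both libraries, the mean CG methylation of the 2 kb upstream of the TSS was 49.8% in WT and 55.3% in TCKO, 5.53 percentage points apart. Of these promoters, 73.1% had a higher level in TCKO. Over 21878 gene bodies from TSS to TTS the mean was 65.6% in WT and 70.8% in TCKO, 5.28 points apart, and 83.8% of the gene bodies had a higher level in TCKO. Pooling the calls over genes in place of averaging the genes moved the gene-body difference to 6.93 points. When the 2 kb upstream, the gene body and the 2 kb downstream were each split into 20 windows, TCKO was higher in all 60 windows, by 2.97 to 7.35 points. Both libraries had their lowest level in the last 100 bp before the TSS, with 18.4% in WT and 21.4% in TCKO, which was also where they differed least. Within gene bodies WT was highest in window 16 of the 20, at 72.0%, where TCKO had 77.4%.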

Metaplot of CG methylation over protein-coding genes confirmed a similar pattern in WT and TCKO except for a higher level of CG methylation in both promoters and gene bodies in TCKO cells (Fig. 4e). These results indicated that loss of TET proteins might inhibit the expression of certain genes by increasing promoter CG DNA methylation. Thus, we performed a differential methylated region (DMR) analysis comparing WT and TCKO WGBS data. 

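CG-DMRs were called from the methylated and unmethylated calls pooled in 200 bp bins, with the 2-sided Fisher exact test and Benjamini-Hochberg adjustment over the 2487317 testable bins. A bin was testable with at least 4 CG cytosines and a mean of at least 4 reads per cytosine in each library. That minimum is a default of the DMR caller and is not named in the paper's text. At an adjusted p below 0.05, a minimum difference of 20 percentage points gave 132971 hyper-CG-DMRs and 3565 hypo-CG-DMRs. The numbers fell steadily as the threshold rose. At 30 points there were 100525 and 2068, and at 50 points 34073 and 294. At 60 points 16358 and 109 were left, and at 70 points 6429 and 50. At 80 points there were 1691 and 18, and at 90 points 209 and 7. At each of these thresholds between 96.8% and 99.3% of the CG-DMRs were hypermethylated in TCKO.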

We tried to define DMR with different thresholds ranging from 20% to 90% CG methylation level difference (Supplementary Fig. 5g). Our analysis indicated that the number of hyper-CG-DMRs overlapped with chromatin Open-to-Close-Regions (oC-Rs) became saturated when we used 0.4 as the methylation difference cutoff. Finally, we defined DMR as at least four CG sites in 200 bp bins, minimal CG methylation level difference >40%, and an FDR <0.05^33^. Genome-wide TCKO cells showed much higher numbers of hyper-CG-DMR (*n* = 86598) than hypo-CG-DMR (*n* = 1944) (Fig. 4f). 

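At the threshold of 40 percentage points, 62857 hyper-CG-DMRs and 863 hypo-CG-DMRs were found once adjacent bins of the same direction were joined, so 98.6% were hypermethylated in TCKO. The hyper-CG-DMRs had a median length of 200 bp, with 87.5% made of a single bin and the longest spanning 1600 bp. Their median CG methylation was 27.1% in WT (median 45 calls) and 81.4% in TCKO (median 41 calls). The hypo-CG-DMRs had a median of 81.0% in WT and 31.3% in TCKO. The median over all testable bins was 76.8% in WT. The bins in both sets of CG-DMRs passed the test between the 2 libraries, which does not test the genotypes.
The number of CG-DMRs depended on the minimum depth. With at least 1 read per cytosine there were 96686 hyper-CG-DMRs and 1965 hypo-CG-DMRs, and with at least 10 reads 11665 and 81. Chromosome Y was the only chromosome with fewer hyper-CG-DMRs (11) than hypo-CG-DMRs (15).
The longest hyper-CG-DMR lay on chromosome 10 from 126143801 to 126145400, outside protein-coding genes, and rose from 16.6% (95% Wilson interval 14.1% to 19.3%, 784 calls) in WT to 75.6% (72.5% to 78.5%, 771 calls) in TCKO (Fisher exact test, p = 1.51e-128). Another of 1600 bp on chromosome 8 from 109155201 to 109156800, also outside protein-coding genes, rose by 60.5 points. Those next in length spanned 1400 bp each, within Ptpn13 on chromosome 5, outside protein-coding genes on chromosome 17, and within Cep120 on chromosome 18, and rose by 64.8, 59.1 and 71.8 points. The longest hypo-CG-DMRs were 4 of 400 bp each. In the 3 of them with the most calls, CG methylation decreased by 45.7 points within Pde1c and decreased by 48.1 points within Vopp1 on chromosome 6, and decreased by 47.8 points on chromosome X. These 3 lie in the 10 windows of 5 Mb with the highest density of CpGs that were methylated in WT and had no methylated call in TCKO. The other one, on chromosome 4 from 76395001 to 76395400, does not, and went from 84.3% (83 calls) in WT to 12.5% (48 calls) in TCKO.
From the higher CG methylation in promoters and gene bodies, the paper raises the possibility that loss of TET proteins inhibits certain genes through promoter methylation, and for this reason it compared the libraries by CG-DMRs.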

Further analysis showed that the hyper-CG-DMR mainly enriched over genic regions including ncRNA, intron, promoter, and 3’UTR TTS (Supplementary Fig. 5h). 

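Each hyper-CG-DMR was assigned by its midpoint to a class of the GENCODE M21 annotation, with promoters taken from 1 kb upstream to 100 bp downstream of a TSS and TTS regions from 100 bp upstream to 1 kb downstream of a transcript's end. Of the 62857 hyper-CG-DMRs, 48.3% lay in introns against 43.4% of the testable bins, a ratio of 1.11 (95% Wilson interval 1.10 to 1.12). Exons of ncRNA held 1.12% of the hyper-CG-DMRs, a ratio of 1.18 (1.09 to 1.27). Promoters held 2.53% against 2.55%, a ratio of 0.995 (0.948 to 1.04). TTS regions had a ratio of 0.855 (0.812 to 0.900), 3′UTRs 0.797 (0.731 to 0.868), coding exons 0.568 (0.522 to 0.618) and intergenic sequence 0.920 (0.912 to 0.928). The background changed several ratios. Each background includes the bins of the hyper-CG-DMRs, which can draw a ratio toward 1, more so when bins are matched on the WT level. With testable bins matched on their WT methylation level, promoters had 0.364, TTS regions 0.879, 3′UTRs 0.963 with an interval that includes 1, coding exons 1.10 (1.01 to 1.20), ncRNA 1.07 (0.990 to 1.15) and introns 1.22. Against all 200 bp bins of the genome, a background added after the values were seen, the ratios were 1.27 for introns, 1.34 for ncRNA, 1.02 for promoters, 1.00 for 3′UTRs, 0.935 for TTS regions and 0.702 for coding exons. Coding exons were thus below 1 against each background except the one matched on the WT level.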

To investigate the association of hyper CG methylation with DEGs in TCKO cells, we performed RAD (Regions Associated DEGs, https://labw.org/rad) analysis^34^_ENREF_33. We observed hyper-CG-DMR significantly positively corrected with downregulated genes in TCKO when the hyper-CG-DMR was located close to the promoters or potential enhancers of the genes (upstream 25 kb to downstream 25 kb of the transcription start sites (TSS) (Supplementary Fig. 6a). 

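This comparison used the paper's own calls of differentially expressed genes, from the 456 genes of chromosome 1 whose rows were at hand, and the hyper-CG-DMRs called from the 2 WGBS libraries. The RNA-seq libraries were not analysed here. All 456 genes had a TSS in GENCODE M21. Among the 19 downregulated genes, 16 (84.2%, 95% Wilson interval 62.4% to 94.5%) had a hyper-CG-DMR within 25 kb of the TSS, against 282 of the 426 genes without a significant change (66.2%). Of 10000 random lists of genes matched on mean expression, 8.04% reached a share as high. Among the 11 up-regulated genes, 6 (54.5%, 28.0% to 78.7%) had one. Within 2 kb of the TSS the share was 2 of 19 downregulated genes (10.5%) and 58 of the 426 others (13.6%), and 61.7% of the random lists reached a share as high. Within 100 kb it was 18 of 19 and 413 of 426, where nearly every gene has a hyper-CG-DMR. The interval for the 19 genes at 25 kb includes the share of the genes without a significant change.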

GO term analysis of those downregulated genes with a hyper-CG-DMR within ± 2 kb of their TSS also showed strong enrichment over bone related GO terms such as ossification (Supplementary Fig. 6b). To further explore potential transcriptional factors binding over hyper-CG-DMR, we performed known motif search over hyper-CG-DMR. Top five enriched known motifs included bZIP, Runt, CTF, bHLH, and TEA/TEAD families (Supplementary Fig. 6c). 

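The 200 bp around the midpoint of each hyper-CG-DMR was searched on both strands for a consensus string of each family, and compared with testable bins matched on the number of CG cytosines and on GC content. An exact string is a simpler measure than the position weight matrices of HOMER, which the authors used. The bZIP string TGASTCA (S is C or G) was found in 8.99% of the hyper-CG-DMRs against 3.10% of the matched bins, a ratio of 2.90 (95% Wilson interval 2.83 to 2.97). The Runt string AACCACA was in 9.24% against 5.09%, a ratio of 1.82 (1.77 to 1.86). The TEAD string CATTCCA had a ratio of 1.75 (1.69 to 1.80), the bHLH string CAGCTG 1.52 (1.48 to 1.55) and the CTF string TTGCCA 1.40 (1.37 to 1.43). The RHD string TTTTCCA, of a family that the paper lists with these in a later section, had 1.39 (1.36 to 1.42). When bins were matched also on the WT methylation level, the ratios fell to 1.70 for bZIP, 1.42 for Runt, 1.24 for TEAD, 1.19 for CTF and 1.11 for both bHLH and RHD. The matched bins include those of the hyper-CG-DMRs. This can draw the ratios toward 1, more so at the low WT levels where hyper-CG-DMRs lie. For hyper-CG-DMRs with a difference above 60 points, they were 4.22 for bZIP and 2.28 for Runt.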

Considering that the TET proteins can catalyze the oxidation of 5mC into 5hmC, we also examined the genome-wide 5hmC levels in WT and TCKO osteoblasts using 5hmC-Seal (Supplementary Fig. 5i). And DNA methylation in different organisms has been linked to chromatin structure^35^. We thus performed ATAC-seq and further analyzed the alteration of chromatin accessibility in TCKO cells. Consistent with the WGBS data, we observed genome-wide reduction of chromatin accessibility over protein-coding genes in TCKO cells compared to WT (Supplementary Fig. 6d). Plotting 5hmC-Seal and ATAC-seq signals over hyper-CG-DMRs, we observed a significant reduction in 5hmC level and chromatin accessibility in TCKO cells (Fig. 5a). Given that regulatory elements are typically hypomethylated and open compared to the surrounding chromatin structures^36^, we hypothesized that the change of DNA methylation and chromatin accessibility level in TCKO may affect the binding of certain transcription factors. We thus identified chromatin regions that become more open or closed in TCKOs (Supplementary Fig. 6e). Overall, we detected around twofold more Open-to-Close-Region (oC-R, *n* = 39643) than Close-to-Open-Region (cO-R, *n* = 13302) in TCKO cells (Supplementary Fig. 6e), while most of TCKO oC-R enriched over promoter, 3’UTR, intron, and transcription termination sites (TTS) (Supplementary Fig. 6f). Motif analysis over TCKO oC-R identified CTF, Runt, Homeobox, bZIP, and TEA/TEAD families as the top five enriched known motifs (Supplementary Fig. 6g). TEA/TEAD transcriptional factors serve as the major partners of YAP1 and have been reported to inhibit osteogenesis before^37^. We also tested other potential transcriptional factors, including *Atf3*, *Nf1*, and *Pitx1*. We found that loss of *Atf3* and *Nf1* could inhibit osteogenesis determined by ALP activity and osteogenic markers (Supplementary Fig. 7a–d). Additionally, *Pitx1* showed little effects on osteoblast differentiation (Supplementary Fig. 7a–d).

**Fig. 4:**
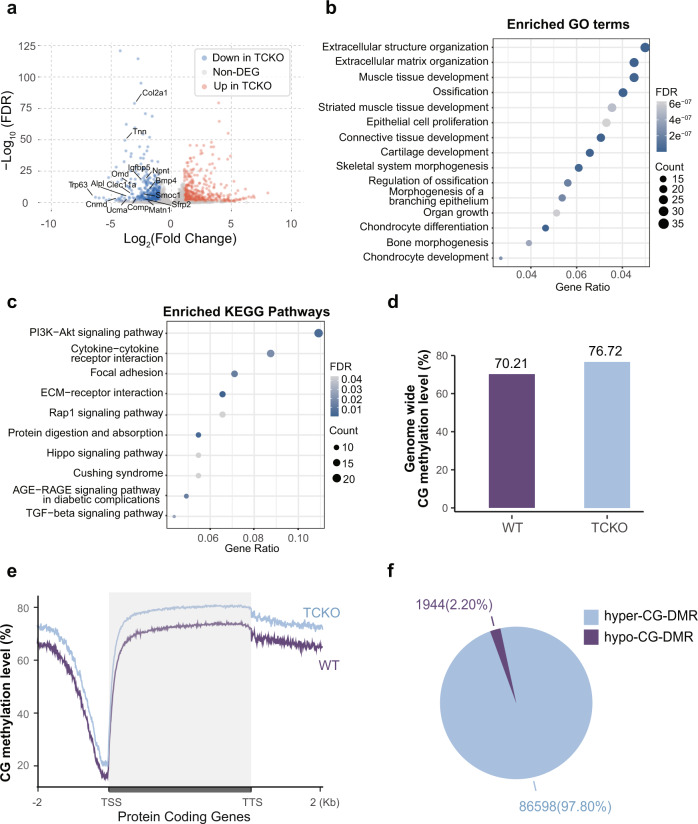
Genome-wide differentially gene expression and DNA methylation patterns between TCKO and WT cells. **a** Volcano plot of differential expressed protein-coding genes (Fold Change greater than 2 and FDR less than 0.05). **b**, **c** Enriched GO term (**b**) and KEGG pathway (**c**) analysis of downregulated genes in TCKO cells. **d** Barplot of genome-wide CG methylation level in TCKO and WT cells. **e** Metaplot of CG methylation level over protein-coding genes in TCKO and WT cells. **f** Pie chart of hypermethylated and hypomethylated CG-DMR counts in TCKO and WT cells. TSS transcription start site, TTS transcription termination site.

**Fig. 5:**
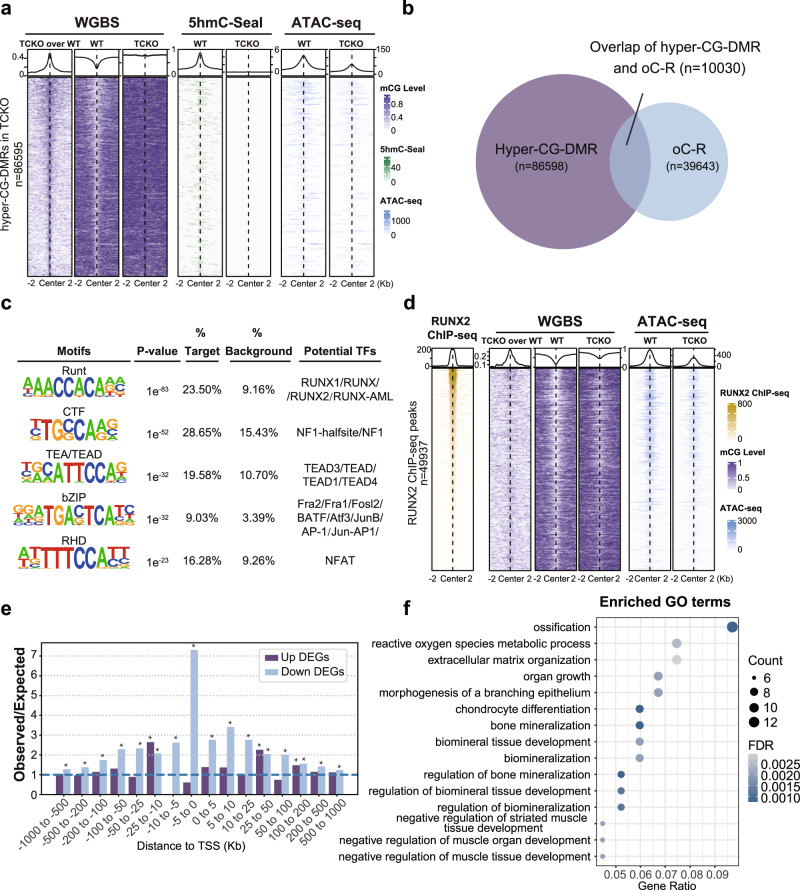
Association analysis of RNA-seq, WGBS, 5hmC-Seal, ATAC-seq, and RUNX2 ChIP-seq data suggests TET and RUNX2 proteins could synergistically promote osteogenesis. **a** Heatmap and metaplot of CG methylation level, 5hmC-Seal, and ATAC-seq signals over hyper-CG-DMR in TCKO cells. **b** Venn diagram of hyper-CG-DMR and chromatin Open-to-Close-Region (oC-R) in TCKO cells. **c** Top five enriched known motifs and their potential transcription factors in overlapped regions of hyper-CG-DMR and chromatin oC-R in TCKO cells. **d** Heatmap and metaplot of RUNX2 ChIP-seq, CG methylation level, and ATAC-seq signals of TCKO and WT cells over RUNX2 binding sites. **e** RAD analysis for regions shared by hyper-CG-DMRs in TCKO cells and RUNX2 binding sites and DEGs in TCKO cells compared with WT. *P < 0.01, the exact *P* values were provided in the source data; hypergeometric test. **f** Enriched GO terms of downregulated genes in TCKO cells, which had a distance less than 100 kb from overlapped regions of hyper-CG-DMRs in TCKO cells and RUNX2 binding sites.

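In the calls pooled over the 62857 hyper-CG-DMRs, CG methylation in WT dipped to 26.5% in the 100 bp before the midpoint and 26.4% in the 100 bp after it. In TCKO the level there was 79.3% on both sides, 52.8 and 53.0 percentage points higher. The difference narrowed with distance, to 33.6 points between 100 and 200 bp upstream and 10.5 points in the window that ends 1000 bp upstream. At the farthest 100 bp window, the outermost on the upstream side, WT had 71.8% and TCKO 80.7%, a difference of 8.88 points. The hyper-CG-DMRs were chosen for a difference above 40 points, so the height of the centre follows in part from that choice. The ATAC-seq and 5hmC-Seal signals of these panels were not analysed here.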

To further reveal the relationship between the chromatin state change and TET-related DNA demethylation, we plotted the WGBS, 5hmC-Seal, and ATAC-seq signals over oC-Rs and cO-Rs. As shown in Supplementary Fig. 8, we observed stronger enrichment of differential CG methylation and 5hmC level in oC-R when compared to cO-Rs. These results support that TET-related CG demethylation promotes bone formation through the alteration of the chromatin state. We further analyzed the overlap between hyper-CG-DMR and chromatin oC-R in TCKO cells, and identified a significant amount of chromatin oC-R (10030/39643, 25.3%) overlapped with hyper-CG-DMR in TCKO cells (Fig. 5b). The results indicated that the dysregulation of gene expression may be closely related to the alteration of DNA methylation, and chromatin accessibility in TCKO cells. We next searched for motifs over regions shared by hyper-CG-DMR and chromatin oC-R in TCKO cells and identified Runt as the most enriched known motif with RUNX2 as one of the potential transcription factors (TFs) (Fig. 5c). RUNX2 is the key regulator of bone formation, and *Prx1-Cre, Runx2*^*f/f*^ mice displayed the shortness of the limbs and the dwarfism^38^. These results led us to investigate the potential relationship between RUNX2 and TET proteins. We identified RUNX2 binding sites from a published RUNX2 ChIP-seq dataset^39^ and analyzed the CG methylation level and ATACs-seq signals over those sites in our TCKO cells. We observed obvious hyper CG methylation and hypo ATAC signals over RUNX2 ChIP-seq peak regions in TCKO cells (Fig. 5d). Based on these findings, we then identified differentially expressed genes associated with both RUNX2 and hyper-CG-DMR with RAD analysis (Fig. 5e). We observed strong enrichment of downregulated genes with overlapping regions of RUNX2 binding sites and hyper-CG-DMRs, especially if those regions appeared in their promoters and potential enhancers (Fig. 5e). GO term analysis over those genes indicated ossification as the most enriched terms suggesting those genes would likely be the potential direct targets of RUNX2 and TET1/2/3 (Fig. 5f).

Then we focused on several RUNX2-regulated genes, including *Alpl*, *Col1α1*, and *Col1α2*. These genes were decreased in primary osteoblasts isolated from both TCKO and *Runx2*-heterozygous knockout mice, respectively (Supplementary Fig. 9a, b). A screenshot of genomics data indicated that RUNX2 was enriched over those marker genes including *Alpl*, *Col1α1*, and *Col1α2* (Supplementary Fig. 9c–e). We observed a consistent pattern showing the binding of RUNX2, enhancement of 5mC over promoters of potential enhancers in TCKO and less open chromatin in TCKO over those marker genes (Supplementary Fig. 9c–e). 

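CG methylation was computed in the 4 kb centred on each TSS and tested with the 2-sided Fisher exact test on pooled calls, with Benjamini-Hochberg adjustment over the 13 genes examined. The test is against no difference and makes no allowance for the genome-wide gain. At Col1a1 (chromosome 11 from 94936224 to 94953042, plus strand) it was 3.38% (95% Wilson interval 2.09% to 5.41%, 474 calls) in WT and 19.6% (428 calls) in TCKO, with an adjusted p of 3.86e-15. From 1 kb upstream to 100 bp downstream both libraries were at 0%, over 33 calls in WT and 25 in TCKO. A hyper-CG-DMR from 94934601 to 94934800, with its midpoint at -1524 bp from the TSS, rose from 1.15% (87 calls) to 41.7% (72 calls). At Col1a2 (chromosome 6 from 4504814 to 4541544, plus strand) CG methylation was 5.45% (440 calls) in WT and 19.0% (448 calls) in TCKO (Fisher exact test, adjusted p = 7.27e-10). From 1 kb upstream to 100 bp downstream it was 14.3% (98 calls) and 47.9% (121 calls), 33.6 percentage points apart (exact test, adjusted p = 3.11e-07). Its nearest hyper-CG-DMR lay from 4508201 to 4508600, 3586 bp downstream of the TSS and over exon 2, and rose from 5.17% to 64.5%, and 17 hyper-CG-DMRs lay within 25 kb. At Alpl (chromosome 4 from 137741733 to 137796384, minus strand) CG methylation was 55.6% (495 calls) in WT and 60.4% (437 calls) in TCKO, a difference not detectable at this depth (Fisher exact test, adjusted p = 0.17), and under the narrower window it decreased by 0.269 percentage points. Within 25 kb of its TSS, Alpl had 2 hyper-CG-DMRs, both in intron 1, of which the one from 137779801 to 137780000 rose from 3.45% (29 calls) to 100% (18 calls).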

To further validate our results, we applied Bisulfate Sanger Sequencing and observed consistent hypermethylation over the promoter regions of *Alpl*, *Col1α1*, and *Col1α2* in TCKO cells (Supplementary Fig. 9f–h). Except for these marker genes, we also discovered a bunch of genes from the association analysis of hyper CG methylation with DEGs in TCKO cells, including *Ctsk*, *Fgf7*, *Clec11a*, and *Cys1* (Supplementary Table 1). *Ctsk* has been reported to be a periosteum stem cell marker^40^, and loss of *Lkb1* in *Ctsk*-positive cells will result in osteosarcoma^41^. *Ctsk* can prevent lactation-induced bone loss in osteocytes^42^. *Fgf7* can facilitate osteoblast differentiation and bone formation through the activation of RUNX2 signaling^43,44^. *Clec11a* is also proved to be essential for osteogenesis^45^. *Cys1*, a cilia-associated protein, has not been investigated in skeletal system. These genes were hypermethylated and in a closed chromatin status in TCKO cells, compared with WT cells (Supplementary Fig. 10a–e). 

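In the 4 kb centred on the TSS, CG methylation at Fgf7 (chromosome 2 from 126034658 to 126091185, plus strand) was 34.0% (95% Wilson interval 30.3% to 38.0%, 579 calls) in WT and 83.1% (449 calls) in TCKO (Fisher exact test, adjusted p = 1.74e-57). It had 3 hyper-CG-DMRs within 2 kb of the TSS, and the nearest, from 126034401 to 126034600, rose from 0% (80 calls) to 68.8% (48 calls). At Ctsk (chromosome 3 from 95499256 to 95509362, plus strand) CG methylation was 18.7% (477 calls) in WT and 55.4% (392 calls) in TCKO (Fisher exact test, adjusted p = 3.87e-29). A hyper-CG-DMR over its TSS and exon 1, from 95499201 to 95499400, rose from 0% (0% to 3.03%, 123 calls) to 72.5% (138 calls). Clec11a (chromosome 7 from 44302687 to 44306902, minus strand) went from 9.45% (667 calls) to 25.1% (459 calls) by the exact test at an adjusted p of 8.81e-12, with a hyper-CG-DMR centred at -198 bp from the TSS that rose by 61.5 percentage points. Cys1 (chromosome 12 from 24665833 to 24681813, minus strand) went from 5.64% (1241 calls) to 17.0% (968 calls) by the exact test at an adjusted p of 2.58e-17, with a hyper-CG-DMR of 28 CG cytosines from 24682201 to 24682800 that rose from 2.66% (188 calls) to 58.0% (138 calls). All 4 genes were higher in TCKO under every window and coverage minimum tried. Chromatin accessibility was not analysed here.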

Interestingly, the promoter regions of these genes were also bound by RUNX2 (Supplementary Fig. 10a–e). These data further suggested the potential association of RUNX2 and TET enzymes in regulating specific gene expression.

### RUNX2 recruits TETs to its target genes to facilitate gene expression

From the motif analysis over hyper-CG-DMR in TCKO, we identified the top five enriched known motifs included Runt, CTF, bZIP, TEA/TEAD, RHD, and bHLH families. To investigate if there exists an interaction between TET enzymes and these transcription factors, we performed immunoprecipitation with TET2 and these candidates. We found that among those candidates' binding partners, RUNX2 could directly interact with TET2 (Supplementary Fig. 11a, b). Furthermore, all three TET proteins could directly interact with RUNX2 (Fig. 6a). The catalytic domain, but not the N-terminal domain of TETs can interact with RUNX2 (Fig. 6b and Supplementary Fig. 12a). GST pull-down experiments further confirmed the direct interaction between TET2 catalytic domain and RUNX2 (Supplementary Fig. 11b). Additionally, we found that TET1-CD and TET2-CD can interact with RUNX2 in C3H10 cells (Supplementary Fig. 11c). Functionally, co-expression of TET2 and RUNX2 could synergistically promote osteoblast differentiation, determined by increased ALP activity at day 7 (Fig. 6c left and d) and calcium nodule formation at day 21 (Fig. 6c right). This synergistic effect was further demonstrated by the increased expression of a series of osteogenic marker genes, including *Col1α1*, *Alpl,* and *Bglap* (Fig. 6e–i). Overall, our data demonstrated that the interaction between TET and RUNX2 synergistically promotes osteogenesis.

**Fig. 6:**
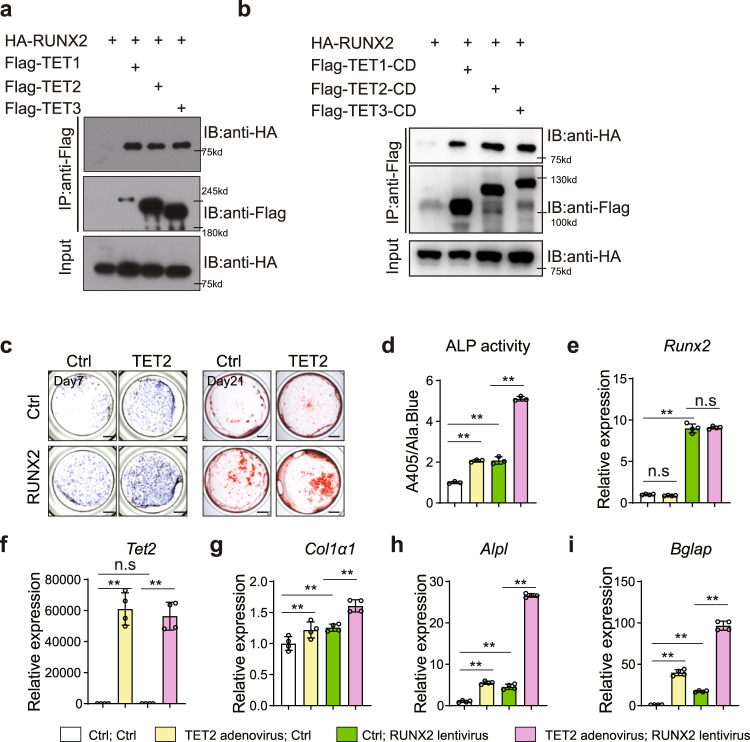
TET proteins associate with RUNX2 and promote osteogenesis with RUNX2 synergistically. **a** Co-immunoprecipitation (Co-IP) of Flag-TET1 or Flag-TET2 or Flag-TET3 with HA-RUNX2. HA-RUNX2 expressing plasmid was co-transfected with Flag-TET1 or Flag-TET2 or Flag-TET3 in 293 T cells. Whole cell lysate was used for immunoprecipitation and then blotted with indicated antibodies. Representative images for two independent samples. **b** Co-immunoprecipitation (Co-IP) of Flag-TET1-CD or Flag-TET2-CD or Flag-TET3-CD with HA-RUNX2. HA-RUNX2 expressing plasmid was co-transfected with Flag-TET1-CD or Flag-TET2-CD or Flag-TET3-CD in 293 T cells. Whole cell lysate was used for immune precipitation and then immunoblotting with indicated antibodies. Representative images for 3 independent samples. **c** ALP staining and Alizarin red S staining after osteoblast differentiation for 7 days (left) and 21 days (right), respectively. Cells were infected with *Runx2*-lentivirus and *Tet2*-adenovirus separated or combined. Scale bar = 1 mm. **d** ALP activity quantification was measured by phosphatase substrate assay as A405/Ala.Blue. *P < 0.05, **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., *n* = 3 independent cell supernatants. **e**–**i** RT-qPCR analysis of *Runx2* (**e**), *Tet2* (**f**), *Col1α1* (**g**), *Alpl* (**h**), and *Bglap* (**i**) expression after osteoblast differentiation for 7 days, cells were from WT and TCKO mice. *P < 0.05, **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., *n* = 4 independent samples.

We next sought to investigate whether TET proteins can regulate the transcriptional activity of RUNX2. Osteocalcin-specific element 2 (OSE2) is a conserved short motif for RUNX2 in the promoter regions of a series of osteogenic genes^46,47^. We constructed a luciferase reporter in which 6xOSE2 element was linked with a DMR element from a *Col1a1* promoter (6xOSE2 + DMR) (Fig. 7a). 

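The element of the reporter, which the paper gives by its distance from the Col1a1 TSS (Fig. 7a), corresponds on GRCm38 to chromosome 11 from 94933897 to 94934522, 626 bp outside any exon of Col1a1. It contains 13 CpGs and no exact copy of the Runt string AACCACA. Only that exact string was searched for. The sequence contains the close string GACCACA, so a RUNX2 site in the element is not excluded. Its reference sequence, read on the plus strand, is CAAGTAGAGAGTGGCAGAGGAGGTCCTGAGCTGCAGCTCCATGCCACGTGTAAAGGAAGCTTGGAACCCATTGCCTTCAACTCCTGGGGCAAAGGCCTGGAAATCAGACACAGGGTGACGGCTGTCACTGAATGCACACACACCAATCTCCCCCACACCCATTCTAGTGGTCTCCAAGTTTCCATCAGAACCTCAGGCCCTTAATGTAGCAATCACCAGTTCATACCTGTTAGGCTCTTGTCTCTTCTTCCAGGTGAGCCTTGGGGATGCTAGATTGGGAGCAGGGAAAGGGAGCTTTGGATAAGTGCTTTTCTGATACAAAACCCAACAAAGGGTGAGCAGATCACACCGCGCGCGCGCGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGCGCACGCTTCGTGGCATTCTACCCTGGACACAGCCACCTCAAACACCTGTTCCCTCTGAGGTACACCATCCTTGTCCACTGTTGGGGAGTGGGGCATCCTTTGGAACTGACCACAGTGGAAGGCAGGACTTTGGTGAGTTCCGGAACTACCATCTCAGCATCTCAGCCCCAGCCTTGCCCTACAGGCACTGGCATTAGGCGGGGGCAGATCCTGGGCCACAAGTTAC. In the WGBS libraries of osteoblasts, the element had 22.5% CG methylation in WT (95% Wilson interval 12.3% to 37.5%, 40 calls) and 76.4% in TCKO (63.7% to 85.6%, 55 calls), 53.9 percentage points higher in TCKO (2-sided Fisher exact test, p = 2.86e-07). Of its 13 CpGs, 12 had a higher level in TCKO, but most had few calls in either library and neighbouring CpGs share reads. No 200 bp bin in the element reached the mean of 4 reads per cytosine, so none was testable for a CG-DMR. With a minimum of 1 read per cytosine, 2 of the 4 bins were testable and 1 was a hyper-CG-DMR bin, 58.1 points higher in TCKO (Fisher exact test, adjusted p = 0.000429). Each CpG of that bin had 2 or 3 calls in WT and 3 to 6 in TCKO, so its p rests on few reads. Several of these CpGs form a CG run beside a TG repeat, and how reads map there was not examined.

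**Figure D2:**
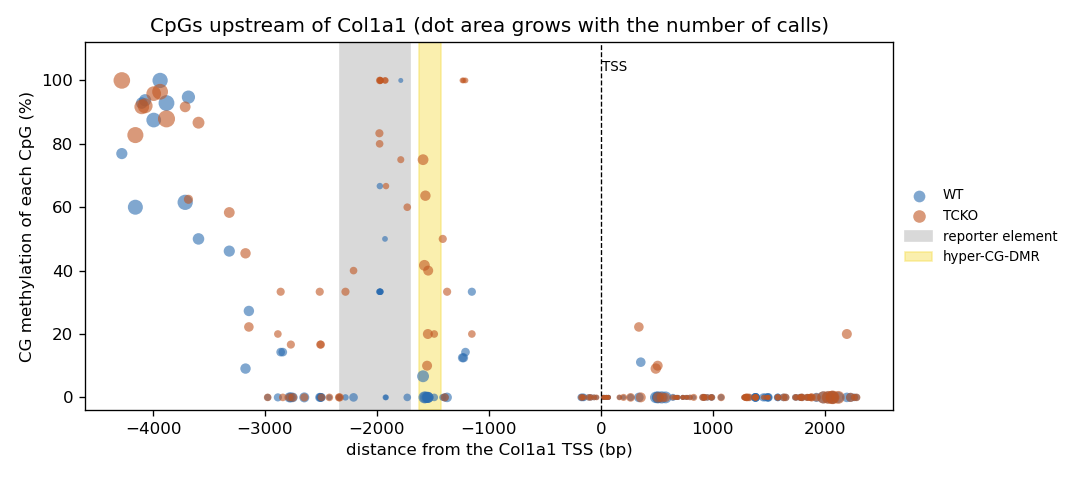
CG methylation in % of each CpG around the Col1a1 TSS in the WT and TCKO libraries, against the distance from the TSS in bp, with the reporter element in grey and the nearest hyper-CG-DMR in yellow. The element has 40 calls in WT and 55 in TCKO, and the dots near the TSS lie at or near 0% in both.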

In the absence of TET proteins, DMR elements can inhibit the RUNX2 activation on 6xOSE2 (Fig. 7b, c). Strikingly, the inhibition by DMR elements can be released by TET2 (Fig. 7d). Using ChIP-qPCR, we observed the reduction of RUNX2 enrichment in the promoter regions of osteogenic marker genes including *Col1α1*, *Col1α2*, and *Alpl* in TCKO osteoblasts, compared with the wild type osteoblasts (Fig. 7e–g). Consistently, RNA polymerase II (RNA Pol II) binding over those regions also decreased in the TCKO osteoblasts (Fig. 7h–j). Combined with the increased methylation and closed chromatin accessibility in TCKO osteoblasts (Supplementary Fig. 9c–h), we summarized the model that TETs and RUNX2 can form a complex to mediate the demethylation of RUNX2 target genes. Loss of TETs can give rise to the hypermethylation and closed accessibility of chromatin, and then inhibit the binding and transcription of RUNX2 (Fig. 7k).

**Fig. 7:**
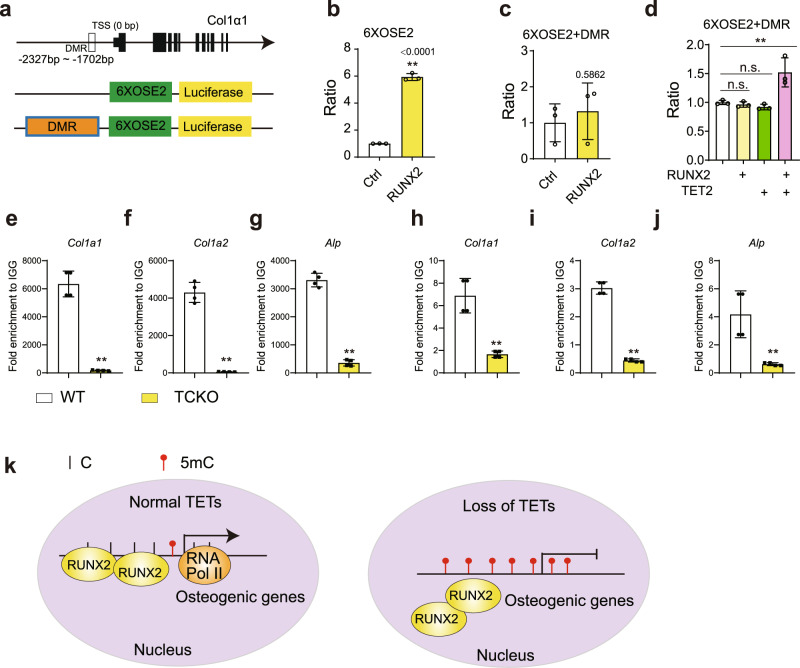
RUNX2 recruits TET proteins to the promoter of target genes to facilitate transcription by modification of DNA methylation. **a** The strategy for promoter luciferase assay. OSE2: Osteocalcin-specific element 2. DMR: −2327bp to −1702bp of *Col1α1* promoter. **b**, **c** The measurement of luciferase activity for 6XOSE2 (**b**) and 6XOSE2 + DMR (**c**) promoter stimulated by RUNX2. **P < 0.01. Two-tailed Student’s *t* test. Data are presented as mean ± s.d., *n* = 3 independent cell samples. **d** The measurement of luciferase activity for 6XOSE2 + DMR treated with TET2 or RUNX2 separated or combined. **P < 0.01. Ordinary one-way ANOVA. Data are presented as mean ± s.d., *n* = 3 independent cell samples. **e**–**g** ChIP-qPCR for RUNX2 over the promoter regions of osteogenic genes including *Col1α1* (**e**), *Col1α2* (**f**), *Alpl* (**g**). **h**–**j** ChIP-qPCR for RNA Polymerase II (RNA Pol II) over the promoter regions of osteogenic genes including *Col1α1* (**h**), *Col1α2* (**i**), *Alpl* (**j**). **P < 0.01. Two-tailed Student’s *t* test. Data are presented as mean ± s.d., *n* = 4 independent samples. **k** Based on our results, we proposed the model that RUNX2 could bind to the promoter regions of osteogenic genes. By recruiting TET proteins via RUNX2, DNA hypomethylation would be induced over those osteogenic genes and thus promote their expression by providing a more accessible chromatin landscape for transcriptional machinery such as RNA Pol II. Loss of all TET proteins would result in repression of osteogenic genes targeted by RUNX2, and thus lead to bone development failure.

## Discussion

Our current study demonstrates that loss of all three TET proteins in mesoderm mesenchymal stem cells results in severe bone defects and any single allele of *Tet* genes can rescue the defects of bone development. Another investigation demonstrated that *Tet1*, *Tet2,* and *Tet3* were all expressed in both human and mouse BMMSCs, but only *Tet1* and *Tet2* decreased in the ovariectomized (OVX) mice-derived BMMSCs^21^. In our study, *Tet1* and *Tet*2 double conditional knockout mice showed subtle differences, compared with WT mice at P0, indicating that during the embryonic bone formation *Tet3* may provide compensated function in the absence of *Tet1* and *Tet2*. These observations indicate the functional compensation among three TET proteins during the skeletal developmental process, similarly to the process of early gastrulation^10^.

TET proteins have dual functions in the regulation of gene expression. TET-mediated demethylation in the promoter region is correlated with active gene expression. Additionally, TET proteins involve gene silencing by binding to certain regulatory factors and protein complexes. For example, TET proteins can interact with chromatin repressive complexes like PRC2 and SIN3A to repress gene repression^48,49^. The up-regulated genes in the TCKO cells are likely regulated in this manner. The neuroactive ligand-receptor interaction and axon guidance pathway were enriched in up-regulated genes of TCKO cells. Among the up-regulated genes, osteoblast-derived *Cox2* has been reported to promote the innervation of sensory nerve fibers^50^. The sensory nerves can sustain the bone mass accrual^51^. This could be a compensated result of bone loss in TCKO mice.

The transcriptional activity and posttranslational regulation of RUNX2 are widely investigated since it is the master of osteogenesis. Mutation and dysregulation of RUNX2 is a key factor giving rise to human CCD, an autosomal-dominant skeletal disease that is typically characterized by delayed closure of calvarial fontanels and clavicle hypoplasia^17,18,52–54^. Previously studies have reported that several factors can modulate RUNX2 activity. TAK1–MKK3/6–p38 MAPK axis promotes association between RUNX2 and the co-activator CREB-binding protein (CBP) by phosphorylating RUNX2, which is required in osteoblast genetic programs^55^. Transcriptional complex mediator Med23 binds to RUNX2 and enhances RUNX2 transcriptional activity^54^. MiRNA-133a-5p have been proposed to inhibit RUNX2 expression by targeting its 3’-UTR^56^. Recently, Shi group demonstrated that loss of *Tet1* and *Tet2* results in osteoporosis^21^. In their study, the expression of *Runx2* was reduced by the accumulation of miR-297a-5p, miR-297b-5p, and miR-297c-5p in *Tet1/2* double knockout BMSCs. However, the methylation status of these miRNAs was not affected in *Tet1/2* double knockout BMSCs. Interestingly, P2X purinoceptor 7 (*P2rX7*) expression, capable of promoting the release of exosomes containing these miRNAs, was repressed by DNA hypermethylation in the promoter region due to loss of both TET1 and TET2^21,57^. Consistently, our WBGS results showed that *P2rX7* promoter was hypermethylated in *Tet*-deficient osteoblasts, further confirming that *P2rX7* can be regulated by TET-mediated DNA hypo-methylation (data not shown).

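In the 4 kb centred on the TSS of P2rx7 (chromosome 5 from 122643911 to 122691432, plus strand), CG methylation was 79.6% (95% Wilson interval 76.0% to 82.7%, 563 calls) in WT and 88.0% (451 calls) in TCKO, 8.45 percentage points higher (Fisher exact test, adjusted p = 0.000509 over the 13 genes examined). From 1 kb upstream to 100 bp downstream of the TSS the difference was 8.15 points and no longer passed (exact test, adjusted p = 0.153), and with at least 4 calls per cytosine in both libraries it was 4.29 points (adjusted p = 0.197). These tests are against no difference. The 2 kb upstream of protein-coding genes gained a mean of 5.53 points, so the test does not set P2rx7 apart from promoters in general. No hyper-CG-DMR lay within 2 kb of the TSS, where 4 bins were testable. Within 25 kb there were 4. The nearest, in intron 1 from 122649401 to 122649600, rose from 21.8% (78 calls) to 86.4% (59 calls), and the one upstream, from 122636401 to 122636800, rose from 8.11% (111 calls) to 72.8% (92 calls).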

In this study, we mainly focus on the regulation of RUNX2 target genes in osteoblasts by TET proteins. Interestingly, COl10a1 and MMP13 in chondrocytes were also affected in TCKO mice (Supplementary Fig. 3b–d), indicating that DNA methylation also played key roles in the regulation of the genes critical for endochondral ossification. We analyzed the COl10a1 and MMP13 in the high-throughput sequencing data of the primary osteoblast cells for some clues. Both COl10a1 and MMP13 were occupied by RUNX2 (Supplementary Fig. 10f, g). Loss of TET proteins decreased the chromatin accessibility of COl10a1 and MMP13 in osteoblasts with the increased 5mC and decreased 5hmC level (Supplementary Fig. 10f, g). 

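In these osteoblast libraries, the 4 kb centred on the Col10a1 TSS (chromosome 10 from 34389981 to 34397085, plus strand) had 74.8% CG methylation (706 calls) in WT and 85.4% (615 calls) in TCKO (Fisher exact test, adjusted p = 3.26e-06 over the 13 genes examined). A hyper-CG-DMR from 34389601 to 34389800, centred at -281 bp from the TSS, rose from 14.3% (95% Wilson interval 7.70% to 25.0%, 63 calls) to 72.4% (59.8% to 82.2%, 58 calls). At Mmp13 (chromosome 9 from 7272514 to 7283331, plus strand) CG methylation was 76.2% (365 calls) in WT and 80.5% (282 calls) in TCKO, a difference not detectable at this depth (Fisher exact test, adjusted p = 0.231). Its nearest hyper-CG-DMR lay upstream from 7262201 to 7262400, centred at -10214 bp from the TSS, and rose from 18.1% (83 calls) to 62.7% (75 calls). The 5hmC and accessibility signals were not analysed here.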

Although we did not use primary chondrocytes for the study, these data indicated that COl10a1 and MMP13 might also be regulated in chondrocytes by the interaction of TET proteins and RUNX2. However, the detailed mechanism of how TET proteins and RUNX2 collectively regulated the gene expression of COl10a1 and MMP13 is worthy to be further investigated.

The clavicle is formed by both intramembranous and endochondral ossification, which is a unique bone formation pathway. The defects of the clavicle are mostly caused by the RUNX2 and its coregulators, including Med23^47^, Vgll4^37^, etc, which play essential roles in the regulation of both intramembranous and endochondral ossification. As TET proteins could interact with RUNX2 and regulate the RUNX2 targeted gene expression, and RUNX2 could affect both endochondral and intramembranous bone formation, we supposed that the shorter clavicles in TCKO mice might be caused by the dysregulated RUNX2 targeted gene expression by loss of TETs proteins.

In conclusion, our study found that TET family-mediated DNA demethylation was indispensable for maintaining embryonic bone formation. *Tet1, Tet2,* and *Tet3* are functionally redundant for this process. The specific DNA demethylation of TET proteins on osteogenic genes required the RUNX2 guidance, and in turn facilitated the expression of these targeted genes. Our investigation expands the understanding of DNA methylation on RUNX2-regulates bone development and advances the clinical diagnosis.

## Methods

### Mouse lines

*Tet1*^*fl/fl*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice and *Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice (gifts from Guoliang Xu, Shanghai Institute of Biochemistry and Cell Biology)^10^ were crossed with the *Prx1-Cre* strain^22^ (a gift from Andrew McMahon, Harvard University) to generate *Prx1-Cre, Tet1*^*fl/fl*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice, *Prx1-Cre, Tet1*^*fl/+*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice,*Prx1-Cre, Tet1*^*fl/fl*^ *Tet2*^*fl/+*^*Tet3*^*fl/fl*^ mice, *Prx1-Cre, Tet1*^*fl/fl*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/+*^mice, *Prx1-Cre, Tet1*^*fl/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice and *Prx1-Cre, Tet1*^*+/HD*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ mice. All mice analyzed were maintained on the C57BL/6 background. Animals were euthanized by CO_2_. The experiments were mainly performed with newborn mice or embryonic mice. The specific detailed age was noted in the figure legend. Animals were bred and maintained under specific pathogen-free conditions with the 12/12 hours light/dark cycle, 25°C, and 45-65% humidity in the institutional animal facility of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. All experiments were performed with a protocol approved by the Animal Care and Use Committee of Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences.

### Cell culture

Primary osteoblasts were isolated from the calvarial bone of postnatal day 3–5 mice. Parietal bone was separated from skull and cut into pieces. These pieces of bone were digested by α-MEM with 1 mg/ml collagenase (Sigma, C0130) and 2 mg/ml Dispase II (Sigma, D4693) for 10 minutes per time four times. The last three digested cells were collected into 15 ml centrifuge tube containing α-MEM (Corning) supplemented with 10% fetal bovine serum (FBS) and centrifuged at 1200 g for 3 min. The cell pellet was re-suspended with α-MEM with 10% FBS and 1% penicillin/streptomycin and plated into 10 cm dishes.

For osteoblast differentiation, cells were induced by α-MEM with 10% FBS, 1% penicillin/streptomycin, 50 μg/ml l-ascorbic acid (Sigma, A5960), and 1.08 mg/ml β-Glycerophosphate disodium salt hydrate (Sigma, G9422). The osteoblast differentiation level assay was performed following a previously published method^58^. For ALP staining, cells were fixed with 4% paraformaldehyde for 10 min on day 7 and then stained according to the manual of BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime, C3206). For quantitative analysis of ALP activity, osteoblasts were incubated with Alamar Blue (Thermo, 88951) for 1 hour for cell number quantification. Then the cells were incubated in a solution (6.5 mM Na_2_CO_3_, 18.5 mM NaHCO_3_, 2 mM MgCl_2_, and phosphatase substrate (Sigma, S0942) for 20 min. Alamar Blue and ALP activity were then read by a luminometer (Envision). Bone nodule formation was stained with 1 mg/ml alizarin red s solution (pH 5.5) after 21 days of induction.

Primary chondrocytes were isolated from articular cartilages of postnatal day 3–5 mice. The articular cartilages were digested by α-MEM with 1 mg/ml collagenase and 2 mg/ml Dispase II for 10 min to remove the fibroblasts and muscle cells, then for 1 hour to collect the cells. For chondrocyte differentiation, a drop (12.5 μl, 2.5 × 10^5^ cells) chondrocytes were seeded in the 24-well plate. After 2 hours, 500 μl chondrogenic medium was added to the plate for 3 days and then the cells were stained with Alcian Blue or lysed for RNA extraction.

### Immunoprecipitation

Human embryonic kidney cell line (HEK293T) was obtained from ATCC and maintained in DMEM (Corning) containing 10% FBS and 1% penicillin/streptomycin. HEK293T were transfected with indicated plasmid (Flag-TET1: full length; Flag-TET2: full length; Flag-TET3: full length; Flag-TET1-CD:1367aa-2008aa; Flag-TET2-CD, 1042aa-1913aa; Flag-TET3-CD:697aa-1669aa; Flag-TET1-Nterm,1aa-1366aa; Flag-TET2-Nterm, 1aa-1041aa; Flag-TET3-Nterm:1aa-696aa). After 48 hours, cells were lysed with 1 ml EBC buffer (50 mM Tris, pH 7.5, 120 mM NaCl, and 0.5% NP-40) supplemented with a protease inhibitor cocktail (MCE, HY-K0010) and centrifuged at 12,000 rpm. 50 μl supernatant was kept as input samples, and 900 μl supernatant was incubated with 7 μl anti-Flag beads (Sigma, A2220) or anti-HA beads (AOGMA, AGM90054) for 3–4 hours or overnight at 4 °C. Anti-Flag beads or HA beads serve as the control to rule out non-specific binding. In the absence of Flag-tagged protein, anti-Flag beads could not pull HA-tagged proteins down. In the same way, anti-HA beads could not pull Flag-tagged proteins down in the absence of HA-tagged protein. Immunoprecipitated targets were washed five times with the EBC buffer before analysis by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotted with primary antibodies including HA antibody (Santa Cruz Biotechnology, sc-7392, 1:2000), and Flag antibody (Sigma, F3165-5MG, 1:5000) and secondary antibody of Anti-mouse-immunoglobulins/HRP (Abbkine, A2502, 1:2000).

### Histology and immunochemistry

Tissues were fixed in 4% paraformaldehyde for 48 h and incubated in 15% DEPC-EDTA (PH 7.8) for decalcification. Then specimens were embedded in paraffin and sectioned at 6 μm. In brief, the samples were immersed in xylene, ethanol, 70% ethanol, and water for dewaxing. For Safranin O staining, the dewaxing samples were immersed in 0.05% Fast green for 3 min, 1% acetic acid for 10 s, 0.5% Safranin O for 5 min, 95% ethanol for 10 s, and water for 5 min. For Von-kossa staining, the dewaxing samples were immersed in silver nitrate for 5 min, water for 5 min for three times, 5% sodium thiosulfate for 5 min, water for 5 min for three times, and Nuclear fast red for 5 min, water for 5 min for three times. Slides were mounted with neutral balsam. Images were taken using a microscope (Olympus BX51, Tokyo, Japan). For TRAP staining, the slides were immersed in the staining buffer at 37°C for 20 min. The staining buffer was a mixture of A buffer (125 ul 10 mg/ml Naphthol AS-MX in 12.5 mL 0.1 M acetate buffer), B buffer (125 µl 15 mg/ml Fast Red LB in 12.5 mL 0.1 M acetate buffer) and 1.5 mL 1 M Sodium Tartrate buffer. For the Edu staining, 0.05 mg/g Edu was injected into the mice at P0. After 24 hours, the mice were sacrificed and the femurs were fixed, decalcified, and embedded in paraffin. The slides were stained using the Cell-Light Apollo 488 stain kit (RIBOBIO, C10371-3).

### Immunofluorescence

Freshly dissected bones were fixed in 4% paraformaldehyde for 48 h and incubated in 15% DEPC-EDTA (PH 7.8) for decalcification. Then specimens were embedded in paraffin or sectioned at 6 μm. Sections were blocked in PBS with 10% horse serum and 0.3% Triton X-100 (Sangon Biotech, A110694-0500) for 1 hour and then stained overnight with goat-anti-OPN (R&D Systems, AF808, BDO0720111, 1:1000;), rabbit-anti-BGLAP (ABCAM, ab93876, GR3357172-2,1:200), rabbit-anti-RUNX2 (ABCAM, ab236639, GR3388032-6,1:200), mouse-anti-5mC (ABCAM, ab10805, GR284756-4, 1:1000), rabbit-anti-5hmC (active motif, 39792,1:1000), rabbit-anti-Col10a1 (Abclonal, a6889, 3561636001, 1:200), rabbit-anti-Mmp13 (Proteintech, (Proteintech, 18165-1-AP, 021, 1:200), rabbit-anti-Osx (ABCAM, ab22552, GR3357012-2, 1:200), biotin-anti-PCNA (Biolegend, 307904, B213618, 1:200), or rabbit-anti-Cleaved-Caspase3 (CST, 9664 T, 21, 1:200). Donkey-anti-mouse 488 (Molecular Probes, A21202, 1:1000), donkey-anti-goat 488 (Molecular Probes, A11055, 1:1000), donkey-anti-rabbit cy3 (Jackson ImmunoResearch, 711-165-152, 1:1000) or APC-Streptavidin (BioLegend, 405207, B266711, 1:500) were used as secondary antibodies. DAPI (Sigma, D8417) was used for counterstaining. Slides were mounted with an anti-fluorescence mounting medium (Dako, S3023) and images were captured with a Leica SP5 and SP8 confocal microscope.

### Real-time RT-PCR analysis

Total RNA was prepared using TRIzol (T9424, Sigma) and was reverse transcribed into cDNA with the PrimeScript RT Reagent Kit (PR037A, TakaRa). The real-time reverse transcriptase (RT)-PCR reaction was performed with the BioRad CFX96 system. The primer sets were used as follows:

mTET*1*-qF: CATTCTCACAAGGACATTCACAACA;

mTET*1*-qR: AGTAAAACGTAGTCGCCTCTTCCTG;

mTET*2*-qF: TATTGAGGGTGACCACCACTGTACT;

mTET*2*-qR: GCTCCAATATACAAGAAGCTTGCAC;

mTET*3*-qF: CTATCAGAACCAGGTGACCAATGAG;

mTET*3*-qR: ACAGTGCACCCATTGTAGAGGTTAT;

mRUNX2-qF: TTTAGGGCGCATTCCTCATC;

mRUNX2-qR: TGTCCTTGTGGATTAAAAGGACTTG;

m*Sp7*-qF: CTCTGCTTGAGGAAGAAGCTCAC;

m*Sp7*-qR: CTTCTTTGTGCCTCCTTTCCC;

m*Alpl*-qF: CGGGACTGGTACTCGGATAA;

m*Alpl*-qR: ATTCCACGTCGGTTCTGTTC;

m*Col1α1*-qF: GCTCCTCTTAGGGGCCACT;

m*Col1α1*-qR: CCACGTCTCACCATTGGGG;

m*Col1α2*-qF: CCTGGTCCTCACGGTTCTG;

m*Col1α2*-qR: ACCCTGCAATCCACTGTATCCT;

m*Bglap*-qF: CTTGGTGCACACCTAGCAGA;

m*Bglap*-qR: CTCCCTCATGTGTTGTCCCT.

### ChIP assays

Chromatin immunoprecipitation (ChIP) assays were performed with the Magna ChIP A/G kit (Millipore, 17-10085) following the manufacturer’s instructions. A total of 1 × 10^6^ osteoblast cells isolated from WT and TCKO mice were fixed in 1% formaldehyde for 10 minutes and quenched unreacted formaldehyde by glycine for 5 minutes followed by two times washing. After scraped and collected, cells were re-suspended in cell lysis buffer containing 1× protease inhibitor cocktail II and sonicated. Centrifuged to obtain cell extracts, which then were incubated overnight at 4°C with protein A/G magnetic beads and RUNX2 (ABCAM, ab236639, 3 µg/1 × 10^6^ cells) or Pol II (Millipore, 05-623, 3 µg/1 × 10^6^ cells) antibodies respectively. Normal IgG (Millipore, 12-371, 3 µg/1 × 10^6^ cells) was used as a negative control. Subsequently, the protein/DNA complexes were eluted and reversed cross-links. Finally, the purified DNA was used to qPCR to amplify various regions of the target gene genome. Normal IgG was used as a negative control. qPCR was used to amplify various regions of the target gene genome. Primers for ChIP-qPCR:

*Col1a1*-F: TCCTTTCAAACCACCACATA;

*Col1a1-*R: GCATCCTGGGGAAGAACTAA;

*Col1a2*-F: AGTCTGGCTGGTAATCCTTCAT;

*Col1a2-*R: CCTCCCTCCTCCATCCTCT;

*Alpl*-F: CCGAAGTCACCAGAGCAGG;

*Alpl*-R: AAGAAACAGGGACTCAGGACA.

### Skeletal preparation and staining

Mice were sacrificed by CO_2_, and then the skin and gut were removed. The remaining part was transferred into acetone for 48 h after overnight fixation in 95% ethanol. Skeletons were then stained in Alcian blue and Alizarin red S solution (0.3% Alcian blue in 70% ethanol, 10 ml; 0.1% Alizarin red S in 95% ethanol, 10 ml; acetic acid, 10 ml; 170 ml 70% ethanol) for 2 or 3 days^59^. Specimens were kept in 1% KOH until tissue became clear.

### Conventional bisulfite sequencing

The genomic DNA was treated with the EZ DNA Methylation-Direct Kit (Zymo Research, D5005) according to the manufacturer’s instructions. Bisulfite-treated DNA was subjected to PCR amplification. The bisulfite primers are designed by an online tool, The Li Lab (http://www.urogene.org/cgi-bin/methprimer/methprimer.cgi)^60^. PCR products were purified with a Gel Extraction Kit (Hling, HDP202-02), and cloned into pGEM-T Easy Vector (Promega, A1360). Individual clones were sequenced by standard Sanger Sequencing. Data were analyzed by an online tool BISMA (http://services.ibc.uni-stuttgart.de/BDPC/BISMA/)^61^.

### In vitro binding assays

Briefly, GST-RUNX2 proteins were expressed in the BL21(DE3)pLysS *E. coli* strain followed by purification using Glutathione Sepharose 4B (GE Healthcare, 17-0756-01) according to the manufacturer’s instruction. The Flag-TET2-CD protein was purified by flag beads and eluted by flag peptide (Sigma). Purified GST and GST-RUNX2 proteins were incubated with Flag-TET2-CD protein in the EBC buffer for 3-4 h at 4 °C followed by washing with the EBC buffer three times before analysis by SDS-PAGE.

### Luciferase reporter assays

6XOSE2 reporter plasmid has been reported in our previously study^62^. DMR + 6XOSE2 reporter plasmid was constructed by inserting a DMR sequence (from −2327 bp to −1702 bp) of *Col1α1* promoter before 6XOSE2 sequence. For the luciferase reporter assay, HEK293T cells were transfected with indicated luciferase reporter plasmids and different combinations of expression constructs. All cells were co-transfected with Renilla (Promega) as a normalization control. 48 h after transfection, cells were harvested and lysed by EBC buffer. Luciferase assay was performed using the Dual-Luciferase Reporter Assay System (Promega, E1960).

### RNA sequencing, GBS, and 5hmC-Seal sequencing

Primary osteoblasts were isolated from 3-day-old WT and TCKO mice. After 3-day culture, cells were harvested and divided into two parts for RNA and DNA extraction. RNA was extracted by TRIzol (Sigma, T9424), while DNA was extracted by DNeasy Blood & Tissue Kit (QIAGEN, 69504). The RNA-seq library constructions and sequencing were utilized 3 repeats per group in WT and TCKO osteoblasts. Libraries were sequenced on Illumina X10 (The CAS-MPG Partner Institute for Computational Biology, Shanghai, China). For the WGBS, BS-seq library constructions and sequencing utilized one sample per group. Libraries were sequenced on the Illumina Hiseq 2500 platform (Novogene, Beijing, China). For the 5hmC-Seal sequencing, the library construction and sequencing were accomplished by the EPICAN (http://www.epican.cn/).

### Assay for Transposase-Accessible Chromatin (ATAC-seq)

A total of 1 × 10^5^ osteoblasts from WT and TCKO mice were collected, washed in additional buffer (0.04% BSA in PBS), and lysed in 50 μl lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 0.1% Nonidet P40 Substitute, 0.01% digitonin and 1% BSA) for 5 min on ice. Then, 50 μl wash buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl2, 1% BSA, 0.1% Tween-20) was added to each tube followed by centrifugation. The subsequent processes were carried out by TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD501) according to the manufacturer’s instructions. In brief, the cell nuclei were fragmented and tagged by TN5 transposase for 30 min at 37 °C, and the DNA fragments were amplificated by 6–9 PCR cycles. Subsequently, the library fragments were purified by DNA clean&Concentrator kit (Zymo, D4014) and VAHTS DNA clean beads (Vazyme, N411-00-AA), and finally sequenced.

### Micro-quantitative computed tomography analysis

Skulls were isolated from 10-day mice and fixed in 70%. Then the skull was scanned by the micro-CT (Scanco μct80) with a spatial resolution of 10 μm. The scans were reconstructed into two-dimensional coronal mode.

### Next generation sequencing data analysis

#### RNA-seq analysis

The RNA sequencing reads were aligned to GRCm38.99 *Mus musculus* reference genome with STAR(v2.7.0e)^63^ using a supplied set of known transcripts in GTF format (RefSeq GRCm38.99; *Mus musculus*, Ensembl). Differentially expressed genes were calculated using DESeq2^64^ with cutoff (Fold change greater than 2, FDR less than 0.05, and RPKM greater than 0.24 - the first quartile), and RPKM values were calculated with a custom R script. Once differential expressed genes were determined, R package clusterProfiler^65^ was used for further analysis of GO terms and KEGG pathway.

#### WGBS analysis

For WGBS data analysis, raw reads were aligned to the reference GRCm38.99 *Mus musculus* genome using BSMAP (v 2.74)^66^ by allowing up to 2 mismatches (-v 2), 1 best hit (-w 1) and aligning to both strands(-n 1). Methylation levels at each cytosine were then extracted with BSMAP (methratio_32unit_alt.py) scripts by allowing only unique mapped reads (-u). Methylation levels at each cytosine were calculated as #C/(#C + #T). DMRs were then defined with R package DMRcaller^67^ over the whole genome at least four CG sites in 200 bins and minimal CG methylation level difference greater than 40% and P-value less than 0.05 and min Gap as 100 bp. In order to identify the genomic distribution of hyper-CG-DMR and predominant motifs in hyper-CG-DMR, HOMER(v4.10.4)^68^ was applied to 200 bp around the middle points of hyper-CG-DMRs. The hyper-CG-DMRs associated with DEGs analysis (RAD) were performed with the RAD web application via https://labw.org/rad^34^ to calculate the distance between hyper -CG-DMR and DEGs.

#### ATAC-seq analysis

ATAC-seq data were aligned to the reference GRCm38.99 *Mus musculus* genome using STAR(v2.7.0e)^63^ by using EndToEnd alignEndsType and allowing only uniquely mapping reads with fewer than three mismatches and only 1 for maximum intron length. Peaks were called using MACS2 with call-summits method and other default parameters (v 2.1.6)^69^. To find peaks specific to one condition (e.g. TCKO), specific peaks to each state were defined with a two-fold relative enrichment cutoff after merging the replicates. Genomic distribution and motif analysis of specific peaks in TCKO was calculated using HOMER (v4.10.4)^68^ with 200 bp around the middle points of peaks. To determine the overlapped regions of oC-R with hyper-CG-DMRs, we used the bedtools intersect tool^70^.

#### ChIP-seq and 5hmC-Seal analysis

For ChIP-seq and 5hmC-Seal data analysis, raw reads were aligned to the reference GRCm38.99 *Mus musculus* genome using STAR(v2.7.0e)^63^ with the same parameters of ATAC-seq analysis. Peaks were called using MACS2 with the call-summits method and other default parameters (v 2.1.6)^69^. ChIP-seq and 5hmC-Seal metaplots and heatmaps were generated using R package EnrichedHeatmap^71^.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8 software (GraphPad Software). Cell-based experiments were performed at least twice. Animals were randomized into different groups and at least three mice were used for each group unless otherwise stated. The data are presented as mean ± s.d. Two-tailed Student’s *t* test was used to compare the effects of the two groups. One-way ANOVA was used to compare more than two groups. Statistically significant differences are indicated as follows: * for *p* < 0.05 and ** for *p* < 0.01.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The RNA-Seq, WGBS, ATAC-Seq, and 5hmC-Seal data are deposited in the Gene Expression Omnibus (GEO) under accession GSE174048. The RUNX2 ChIP-Seq data is from publicly available datasets in GEO under accession GSM1027478. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

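DNA methylation was measured by WGBS in primary osteoblasts of 3-day-old WT and TCKO mice after 3 days of culture, with 1 library per genotype. The authors aligned the reads to GRCm38 with BSMAP 2.74, kept uniquely mapped reads, and deposited per CG cytosine and strand the count of methylated calls and the count of all calls, without normalization. Bisulfite conversion does not separate 5mC from 5hmC. Whether duplicate reads were removed is not described in the paper's text. The libraries were mapped to genotypes by their labels, which name the genotype, and by the methods. The RNA-seq, ATAC-seq, 5hmC-Seal, ChIP-seq and non-CG data were not analysed here.

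The GRCm38 reference and the GENCODE M21 annotation were used for positions, gene models and sequences. Levels were methylated calls over all calls, pooled within a region. The WT library had 261127589 calls and the TCKO library 223645082, with 5.97 and 5.11 calls per CG cytosine of the reference. Shares of calls carry 95% Wilson intervals, which cover counting error only. A single cytosine with the median of 4 calls has a level known only coarsely, so regions are compared, not single sites.

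For CG-DMRs the paper gives 200 bp bins, at least 4 CG sites, a difference above 40 percentage points and a gap of 100 bp. Its methods give a p below 0.05 and its results an FDR below 0.05, and the test is not named. Here an adjusted p below 0.05 was required, from the 2-sided Fisher exact test with Benjamini-Hochberg adjustment over the testable bins, and the unadjusted p was an alternative. A mean of at least 4 reads per cytosine in each library was required, and adjacent bins of the same direction were joined. Bins that do not touch are at least 200 bp apart, so a gap of 100 bp joins no others. The code was tested on simulated data: of 67006 bins of chromosome 19, 200 were changed by 55 points, of which 165 (82.5%) were recovered, and 2 unchanged bins were called. The simulated calls were independent draws, and unchanged bins had the same level in both libraries. Only bins with a pooled level below 40% were changed. The simulation checks the code and does not give the rate of false calls in the real libraries. With 1 library per genotype, the test compares the 2 libraries and not the genotypes.

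Promoters of protein-coding genes were the 2 kb upstream of the TSS. Feature classes were assigned by midpoint, in the order promoter, TTS, coding exon, 5′UTR, 3′UTR, ncRNA, intron and intergenic, and compared with the testable bins. Motif strings were compared with testable bins matched on the number of CG cytosines and GC content. The bins of the hyper-CG-DMRs were left in every background, which can draw a ratio toward 1. For expression, the paper's calls were taken for the 456 genes of chromosome 1 at hand, with 10000 random lists drawn for each comparison from the 20 genes nearest in mean expression. The genes named in the text were set before the data were examined: the genes the paper discusses for methylation, Runx2, Sp7 and Bglap, the 3 Tet genes for their read depth, and the 5 longest hyper-CG-DMRs and 3 longest hypo-CG-DMRs. The promoters of the 13 named genes other than the Tet genes spanned 2 kb on either side of the TSS and were tested with the Fisher exact test, adjusted over the 13. That test made no allowance for the genome-wide gain of 6.06 points.

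Alternatives set before the data were examined changed the averaging of sites, the coverage minimum, the deepest sites, the chromosomes, the rule for CG-DMRs, the background and the promoter window. The background of all genomic bins was added afterwards. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.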

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

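Both patterns were noticed before any test of them was chosen, and of the tests, those of the depth at lost CpGs, of the Tet genes' positions, of regression to the mean and of receptor genes were chosen only after the result, or the positions that decide it, had been seen.

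CpGs with at least 8 calls in each library, a level of at least 80% in WT and no methylated call in TCKO were concentrated in a few places, which the paper does not report on. Of 977 such CpGs among 9858219, 826 (84.5%) lay in the 10 densest of 552 windows of 5 Mb, which hold 1.69% of the CpGs. The median window had 0 per 10000 CpGs. The densest, on chromosome 6 from 55000001 to 60000000, had 148 per 10000, followed by chromosome 8 from 30000001 to 35000000 with 95.8 and chromosome 11 from 5000001 to 10000000 with 70.0. A sequence variant that removes a CpG in one library would read as a complete loss at that CpG alone. Such a pattern was seen: the other CpGs within 100 bp had a median of 81.3% in TCKO, against 82.4% in WT. These values are for lost CpGs in the 10 densest windows. Around lost CpGs elsewhere they were 82.5% in TCKO and 84.4% in WT, so the measure does not set the clusters apart. Low depth did not explain the clusters: of the 308 lost CpGs with at least 16 calls, 82.1% lay in the 10 windows densest in lost CpGs of lower depth, which hold 1.58% of such deep CpGs. The count of Tet genes in the 10 densest windows was 0, but DNA carried along with a targeted gene can reach farther than such a window. Of the 10 windows, 8 lie on chromosomes without a Tet gene and hold 540 of the 826 CpGs, so such DNA cannot account for them. For the 2 windows on chromosome 6, where Tet3 lies, this was not settled. Sequence variants between the libraries remain as a candidate explanation. The paper states that the mice were maintained on the C57BL/6 background, and the reads that would show variants were not used here. No biological explanation was tested.

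On the autosomes, 1931 of 24022 windows of 100 kb (8.04%) had lower CG methylation in TCKO, against the direction of the genome. They clustered, with 44 of 50 windows falling on chromosome 7 from 10000001 to 15000000 and 36 of 50 on chromosome 6 from 130000001 to 135000000. Low depth did not explain them, since 11.9% of the windows deeper than the median fell. Of the falling windows, 3.63% lay in the windows of lost CpGs, against 1.74% of all windows, so the variants proposed there can account for a small part of them at most. Regression to the mean would raise windows that are low in WT most, but windows at 50 to 60% in WT had a median gain of 2.71 points and those below 50% of 3.31 points, against 7.25 points for windows at 70 to 75%. Only 1.02% of the windows with less repeat sequence than the median fell, and the falling windows had a median repeat share of 48.9% against 31.6%. Without the CpGs inside repeats, 80.5% of the falling windows still fell, a test added after the repeat share had been seen. The repeats' own CpGs therefore did not carry the pattern, but it cannot be told apart from an effect of repeat-rich sequence on mapping. Olfactory and vomeronasal receptor genes were present in 21.0% of the falling windows against 2.66% of all windows, and 63.3% of the windows with such a gene fell, with a median WT level of 63.3%. Such gene clusters may account for a part of the falling windows, but most falling windows hold no such gene, and the share fell between the limits set for an answer. With 1 library per genotype, neither pattern has a replicate.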

How the results depend on the processing

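Alternatives that changed a value are given here by the choice that changed it. Genome-wide CG methylation stayed higher in TCKO in each alternative: by 6.67 points as the mean of site levels, 6.70 with at least 4 calls per site, 5.88 with calls pooled over sites with at least 4 calls in both libraries, 6.11 without the 0.1% deepest sites and 6.23 on the autosomes. Each of these lies outside the counting interval of the pooled value, which is narrow at this number of calls. The number of chromosomes with higher CG methylation was 20 in each of the 4 alternatives. Chromosome Y was lower in TCKO by -2.53 points, -3.03 points and -2.61 points under the first 3 of these choices. The promoter difference was 5.78 points with calls pooled over genes, 6.12 with at least 4 calls in both libraries and 5.61 on autosomes, and the gene-body difference 6.93, 5.58 and 5.36 points.

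The CG-DMR counts moved most. With at least 1 read per site there were 96686 hyper- and 1965 hypo-CG-DMRs, and with at least 10 reads 11665 and 81. Requiring 4 CpG dinucleotides gave 17244 and 52, a difference above 20 points 132971 and 3565, and above 60 points 16358 and 109. An adjusted p below 0.01 left 526 hypo-CG-DMRs, and subtracting the genome-wide difference gave 44182 hyper- and 1505 hypo-CG-DMRs. When the calls of a bin were divided by its number of sites, to allow for calls that share reads, 48 hyper- and 2 hypo-CG-DMRs passed. At a mean depth of 7.13 and 6.24 calls per site, few bins can pass that test whatever their difference, so it shows what the depth allows. With the libraries thinned to equal depth, the bins shifted by 100 bp, the bins counted singly, the unadjusted p, or on the autosomes, both counts stayed within 1.5 times.

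Enrichment over promoters was 0.364 with bins matched on the WT methylation level and 0.884 above 60 points. Enrichment over introns was 1.22 with bins matched on the WT level, 1.17 above 60 points and 1.27 against all bins of the genome. The share of downregulated genes near a hyper-CG-DMR was 10.5% within 2 kb, 94.7% within 100 kb and 36.8% above 60 points. The Runt ratio was 1.42 with bins matched also on the WT level and 2.28 above 60 points. At the Col1a1 reporter element, calls divided by the number of sites left 2 calls per library and a difference of 100 points that could not pass a Fisher exact test (p = 0.333).

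Among the 13 named promoters, the window from 1 kb upstream to 100 bp downstream reversed Alpl to -0.269 points. It weakened 3 others, Col1a1, P2rx7 and Sp7, which no longer passed. Among those that still passed, the difference rose from 36.7 to 67.3 points at Ctsk and from 49.0 to 66.3 at Fgf7. It also rose from 15.6 to 50.7 at Clec11a, 11.4 to 32.1 at Cys1 and 13.5 to 33.6 at Col1a2. At Col10a1 it rose from 10.6 to 14.4, while at Runx2 it fell from 30.1 to 18.1. Calls divided by the number of sites left Alpl with 3 calls in WT and 2 in TCKO. Its difference of -16.7 points there is too coarse to show a direction. Under the same setting the 10 promoters that had passed no longer did, at 3 to 10 calls per library. With 3 calls in each library, as at Col1a1, Col1a2 and P2rx7, no difference could have passed. The coverage minimum weakened 1. The cause of the other changes was not tested.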

Differences from the paper's values

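The paper reports 1944 hypo-CG-DMRs, and 863 were found here. With at least 1 read per site in place of 4, the number was 1965, and after subtracting the genome-wide difference it was 1505, and both lie within 1.5 times of the paper's value. For hyper-CG-DMRs the paper reports 86598, where 62857 were found here and 96686 with at least 1 read per site. Subtracting the genome-wide difference gave 44182, which is not within 1.5 times, so that choice closes the gap in one count and opens it in the other. The other alternatives set before the data were examined did not close the gap, from 2 with calls divided by the number of sites and 52 with 4 CpG dinucleotides to 3565 with a difference above 20 points.

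The paper places hyper-CG-DMRs mainly over genic regions that include promoters, the 3′UTR and TTS regions. Against testable bins, the ratios here were 0.995 for promoters, 0.797 for 3′UTRs and 0.855 for TTS regions. With testable bins matched on the WT level, they were 0.364, 0.963 and 0.879. Against all bins of the genome, a background chosen after the values were seen, they were 1.02, 1.00 and 0.935. The paper describes an association of hyper-CG-DMRs with downregulated genes within 25 kb of the TSS. Only 19 of the paper's downregulated genes, all on chromosome 1, could be used here. Of these, 84.2% had a hyper-CG-DMR within that distance, and 8.04% of random lists reached as much. So small a part of the paper's list cannot decide whether the association holds. The paper reports more methylation over Alpl and over Mmp13 in TCKO. For Alpl it refers to promoters and potential enhancers in its sequencing data, and to the promoter by bisulfite Sanger sequencing. The Sanger data were not analysed here, so the windows used here do not test that result. In the 4 kb centred on the TSS the difference was 4.86 points at Alpl (Fisher exact test, adjusted p = 0.17) and 4.33 points at Mmp13 (exact test, adjusted p = 0.231), and none of the promoter windows or coverage minimums set before the data were examined passed for either gene. Hyper-CG-DMRs were called in intron 1 of Alpl and centred at -10214 bp from the TSS of Mmp13.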

Other observations

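The tests of chromosome Y, of bisulfite conversion and of the neighbours of gained CpGs were chosen only after the result had been seen, the last after the same measure over all gained CpGs.

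Of the 863 hypo-CG-DMRs, 284 (32.9%) lay in the 10 windows of 5 Mb densest in CpGs lost completely in TCKO, which hold 1.70% of the testable bins and 1.66% of the hyper-CG-DMRs. The other 579 lie elsewhere. The windows were chosen for CpGs that lost all methylated calls, and such a CpG lowers its bin, so the overlap follows in part from that choice. Sequence variants and a local loss of methylation would both give it, and it does not tell them apart. Without the CpG that fell most, 24.8% of the 848 hypo-CG-DMRs that could be tested had a difference below 20 points. Among hyper-CG-DMRs without the CpG that rose most, the share was 2.83%. Leaving out the most extreme CpG shrinks any difference, more so with the median of 4 CG cytosines of the hypo-CG-DMRs than with the 6 of the hyper-CG-DMRs. The 2 shares were not compared at an equal number of cytosines. It was therefore not settled whether single CpGs explain the hypo-CG-DMRs.

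CpGs with no methylated call in WT and at least 80% in TCKO also clustered in part, on chromosomes 1, 6, 12 and 14. Of 11881 such CpGs, 1579 lay in the 10 densest windows, so most lay elsewhere. The densest window, on chromosome 14 from 80000001 to 85000000, had 123 per 10000 CpGs against a median of 8.98. In the 10 densest windows the other CpGs within 100 bp had a median WT level of 67.3%, against 8.33% around gained CpGs elsewhere. Variants carried by the WT library are a candidate explanation for the clusters, while elsewhere whole regions gained. These windows held 3.38% of the hyper-CG-DMRs and 2.23% of the testable bins, so whether variants contribute to the hyper-CG-DMRs there was not settled.

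Without the 1.37% of WT calls inside hyper-CG-DMRs, the genome-wide difference was 5.41 points against 6.06 with them. So few calls lie inside that leaving them out could hardly have removed the difference. Among the 2487317 testable bins, of which 72318 were hyper-CG-DMR bins, 68.3% had a higher level in TCKO and the median difference was 4.76 points, so the gain was not limited to the regions of large change. Incomplete bisulfite conversion in TCKO is an unlikely source, since the mitochondrial genome, taken as unmethylated, differed by 0.0549 points.

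Of 897 windows of 100 kb on chromosome Y, 842 fell, with a median of -2.92 points. A low starting level did not explain this, since the 918 autosomal windows within the middle range of chromosome Y levels in WT, from 54.2% to 60%, rose by a median of 2.30 points, and 38.2% of them fell. A different share of male cells in the libraries is an unlikely cause, since chromosome Y depth relative to autosomes differed 1.04-fold between them. The repeats of chromosome Y, whose reads map uniquely in few places, were not tested.

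Around the outermost annotated TSS of Runx2 itself, on chromosome 17, CG methylation rose in the centred 4 kb. It went from 16.3% (689 calls) in WT to 46.4% (537 calls) in TCKO (Fisher exact test, adjusted p = 9.00e-30). From 1 kb upstream to 100 bp downstream the gain was 18.1 points. The 2 hyper-CG-DMRs within 2 kb lay downstream in intron 2, and 51 lay over the gene. No other TSS of Runx2 was examined. Sp7 went from 33.6% to 47.2% (exact test, adjusted p = 0.000551), which did not pass in the narrower window. Bglap did not differ detectably (exact test, adjusted p = 0.285), with its nearest hyper-CG-DMR 107137 bp away. The amplicon of the paper's ChIP-qPCR primers for Col1a1 (chromosome 11 from 94935634 to 94935824) contained 0 CG cytosines with a call, that for Col1a2 only 1, and that for Alpl 4, with 36.4% (11 calls) in WT and 55.6% (9 calls) in TCKO (Fisher exact test, p = 0.653).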
